# Evaluating the Combined Effects of Elevated [CO_2_] and Accelerated NPQ Relaxation on Yield, Physiology and Transcription in Soybean

**DOI:** 10.1111/pce.70608

**Published:** 2026-05-11

**Authors:** Dilkaran Singh, Amanda P. De Souza, Lynn Doran, Atinder Singh, Jeffrey Hansen, Laurie Beth Leonelli, Steven J. Burgess

## Abstract

Improving photosynthesis is proposed as a means of enhancing crop productivity. To assess whether simultaneous increases in light use‐efficiency and carbon assimilation are additive, we investigated the impact of elevated CO_2_ on the performance of a transgenic soybean line engineered for faster relaxation of photoprotection by overexpression of three genes: violaxanthin de‐epoxidase, photosystem II subunit S and zeaxanthin epoxidase (VPZ‐34A). Plants were grown in field plots with and without elevated CO_2._ Physiological and transcriptomic measurements were collected during vegetative and reproductive stages and compared to final biomass and seed production. VPZ‐34A showed improved light use efficiency during vegetative growth, but no increase in carbon assimilation, and no increase in seed or biomass‐related traits under ambient or elevated CO_2_ concentrations. A small number of genes were differentially expressed in VPZ‐34A, including downregulation of a mitochondrial thioredoxin (*Trx o1*) and up‐regulation of two *AP2* transcription factors, which may suggest alterations in redox balance and seed development. In conclusion, the improvements in light use efficiency by modulating photoprotection did not have an additive effect with elevated CO_2_ concentrations and did not stimulate soybean yield in the year measured. Our data highlight the complex relationship between photoprotection, carbon assimilation and yield, and provide avenues for future research.

## Summary statement

Improved light use efficiency of genetically engineered soybean was unaffected under CO2 fertilisation, but it did not translate to improvement in carbon assimilation. CO_2_ fertilisation impacts the expression of photoprotection‐related genes and alters the photoprotection relaxation rate of untransformed soybean.

## 1 Introduction

Approximately 733 million people faced hunger in 2023, and this number has risen since 2019 (FAO IUW and W 2024). Changes in climate, natural disasters and armed conflicts further threaten global food security (Oladipo and Oyinloye 2022; FAO IUW and W 2024; Iriti and Vitalini 2025). Soybeans are the most widely cultivated legume with more than 371 million tons produced worldwide in 2023, making it a key crop from a food security perspective (FAO 2025). The threat of the aforementioned challenges has driven the development of numerous biotechnological approaches to improve crop yield, including soybean (J. A. Anderson et al. 2016; Munaweera et al. 2022; Tyczewska et al. 2023). One of the strategies that has promising results is the improvement of photosynthesis (Simkin et al. 2015; Kromdijk et al. 2016; South et al. 2019; López‐Calcagno et al. 2020; De Souza et al. 2022). However, converting improvements at the leaf level of photosynthesis to crop yield is not straightforward. For example, elevated [CO_2_] (e[CO_2_]) is known to enhance light‐saturated photosynthesis in C_3_ plants by increasing Rubisco carboxylation efficiency and reducing photorespiration through competitive inhibition of oxygenation (Drake et al. 1997; Ainsworth and Long 2005; Bernacchi et al. 2005). However, in soybean, the intensity of the photosynthetic response to e[CO_2_] was shown to be strongly associated with the yield potential of the cultivar evaluated (Ainsworth and Long 2021), highlighting the importance of sink strength. Further, a cross‐scale mathematical model shows that the yield benefit from increasing photosynthetic rates can vary depending on the environmental conditions (Wu et al. 2023). These findings indicate that a greater understanding of how manipulations of photosynthesis interact with whole plant physiology is necessary for the success of engineering approaches.

Several studies have looked to improve the efficiency of light use under fluctuating light (Kromdijk et al. 2016; Garcia‐Molina and Leister 2020; Z. Zhu 2021; De Souza et al. 2022; Lehretz et al. 2022; Milburn et al. 2025). When the supply of photons exceeds demand, such as during high light conditions or drought, build‐up of reduced electron transfer intermediates in the photosynthetic electron transport chain can initiate the production of reactive oxygen species, leading to photodamage and a reduction in photosynthetic activity (J. M. Anderson et al. 1998; Melis 1999; Rutherford et al. 2012). A variety of mechanisms, collectively referred to as non‐photochemical quenching (NPQ) of chlorophyll fluorescence excited states, protect leaves against photodamage by dissipating light energy as heat (Niyogi and Truong 2013; Ruban 2016; Zuo 2025). When light is in excess, protective NPQ is beneficial, and it has been shown to be essential for plant fitness under fluctuating light conditions (Külheim et al. 2002) and during high light stress (X.‐P. Li et al. 2002). However, NPQ can exceed photoprotective requirements depending upon leaf position in the canopy and environmental conditions (Ruban 2017). For example, when leaves transition from full sun to shade, energy dissipation by NPQ can be slow to adjust, and under such transitory conditions, NPQ can divert energy away from photosynthesis (X. G. Zhu et al. 2004; Murchie and Niyogi 2011). This is important, as slow relaxation of NPQ in soybean is predicted to cause an 11% reduction in maximum theoretical daily carbon assimilation (Wang et al. 2020).

Light induces proton pumping across the thylakoid membrane, leading to lumen acidification and build‐up of a proton motive force (*pmf*), which is used to drive ATP synthesis. However, NPQ is also triggered by lumen acidification (Wraight and Crofts 1970; Briantais et al. 1979), and acts as a feedback mechanism, modulating light‐harvesting capacity according to energetic demand. The precise mechanisms of NPQ are debated (for review see Ruban 2016), but, fast energy‐dependent quenching ‘qE’ has been shown to be related to acidification of the lumen, triggering a conformational change of photosystem II (PSII)‐associated antennae via protonation of PSII subunit S (PsbS) in plants whereas green algae employs protonation of light harvesting complex stress‐related proteins to quench excess excitation of chlorophyll (X.‐P. Li et al. 2000; Peers et al. 2009; Johnson et al. 2011; Liguori et al. 2013; Wilson et al. 2024). In addition, lumen acidification activates violaxanthin de‐epoxidase (VDE), which catalyses the conversion of violaxanthin (Vx) to zeaxanthin (Zx) via antheraxanthin (Yamamoto et al. 1962; Hager 1969; Yamamoto and Kamite 1972), with accumulation of Zx involved in modulation of quenching (Demmig‐Adams et al. 1996; Niyogi et al. 1998). An intermediate relaxing component of NPQ, termed ‘qZ’ is associated with the catabolism of zeaxanthin, and typically operates on the time scale of 10–15 min (Niyogi et al. 1998; Nilkens et al. 2010). This conversion of Zx back to Vx, is catalysed by the stromal localised enzyme zeaxanthin epoxidase (ZEP) (Sapozhnikov 1957; Siefermann and Yamamoto 1975; Marin et al. 1996) and is involved in relaxing NPQ.

Following model predictions, Kromdijk et al. (2016) overexpressed homologues of *VDE*, *PsbS* and *ZEP* genes from Arabidopsis (*AtVPZ*) in tobacco, to speed up relaxation of NPQ and reduce the loss of potential energy during shadeflecks. This was found to lead to an increase in light use efficiency under fluctuating light, which translated to greater biomass production in small‐scale field experiments (Kromdijk et al. 2016). A follow‐up study on soybean applied the same strategy and observed accelerated response of the fast (τ_1_; qE) and intermediate (τ_2_; qZ) time constants for NPQ relaxation upon transition from sun to shade by 37% and 67%, respectively (De Souza et al. 2022). This resulted in an improvement in photosynthetic efficiency under fluctuating light and an average increase of 24.5% in seed production compared to untransformed soybean in one out of 2 years of experiments (De Souza et al. 2022). Similar efforts in other species have resulted in reduced biomass and/or yield, including Arabidopsis (Garcia‐Molina and Leister 2020), potato (Lehretz et al. 2022), and creeping bentgrass (Z. Zhu 2021), whereas in Setaria, improvement in yield under specific conditions was observed (Milburn et al. 2025). Therefore, the particular conditions under which this modification is likely to be beneficial are not clearly understood, necessitating further investigation.

A variety of modelling approaches have assessed the potential impact of combining improvements in CO_2_ fixation and light reactions. Typically, these models predict an additive effect, although the precise scale of improvement and influence of environment vary (Wu et al. 2023). Improved response from additive effects also finds some support from experiments in tobacco involving overexpression of SBPase and an algal cytochrome b_6_f protein (López‐Calcagno et al. 2020). Given the promising findings of De Souza et al. (2022) and conflicting reports in the literature, we sought to test whether stacking increases in light use efficiency with increased CO_2_ fixation would lead to additive gains and which transcription scale changes underpin the observed physiology. Therefore, we characterised the physiological and transcriptional responses of a wild‐type and a transgenic VPZ soybean line under field conditions, comparing growth under elevated [CO_2_] levels as a proxy for increased carbon assimilation.

## 2 Materials and Methods

### 2.1 Field Site, Plant Material and Experimental Design

This study was conducted during the summer of 2021 at the Soybean Free‐Air CO_2_ Enrichment (SoyFACE) facility in Champaign, IL, USA (https://soyface.illinois.edu/) as described in Aspray et al. (2023). The soil types of the experimental plots were Drummer silty clay loam and Flanagan silt loam (Figure S1) (USDA 2026). Air temperature, precipitation, solar radiation and ambient [CO_2_] data were collected as daily averages as described in Aspray et al. (2023) (Figure S2A–D). Vapour pressure deficit was calculated using the August‐Roche‐Magnus Equation (Figure S2E) (Alduchov and Eskridge 1996).

*Glycine max* cv. Maverick; ND‐18‐34A, (hereafter named VPZ‐34A), overexpressing three genes from *A. thaliana*: VDE (*AtVDE)*, PSII subunit S (*AtPsbS*) and ZEP (*AtZEP*) was used in this study. This transgenic line was selected due to its higher seed production in previous experiments (De Souza et al. 2022). T5 seeds from the transgenic line were obtained as previously described (De Souza et al. 2022) and planted paired with a control of non‐transgenic seeds (WT) from the same cultivar.

The experiment had four experimental blocks. Each block consisted of one plot that was fumigated to elevate the [CO_2_] to 600 µmol mol^−1^ paired with another plot that served as a control with the current a[CO_2_] concentration of 410 µmol mol^−1^. Each plot (7 m^2^) was split into two sub‐plots to accommodate four rows of 1.2 m for each line. Each row had 34 seeds, totalling 136 plants per sub‐plot. Row spacing was 0.75 m, and seed spacing 3.8 cm. Seed planting depth was 3.5 cm. The experiment had a 10 m bare border to comply with APHIS/USDA regulatory permits. All the measurements and tissue sampling were done in the middle two rows of each sub‐plot.

A few days before the planting, the field was cultivated and tilled. On 8 June 2021, T5 seeds from VPZ‐34A and WT were hand‐planted. Prior to planting, seeds were treated with CruiserMaxx Vibrance to protect against damage from early‐season insects and diseases. Diatomaceous earth (PF Harris, Cartersville, GA, USA) was added 8 days after sowing (DAS) to prevent cutworms. For pest control, the broad‐spectrum insecticide Mustang Maxx (FMC Corporation, Philadelphia, PA, USA) was applied during the V4–V5 stage following the manufacturer's instructions. To allow homogeneous germination, irrigation was supplied manually until the emergence of seedlings. After that stage, the experiment was rainfed.

### 2.2 Measurement of NPQ

The speed of NPQ relaxation during the transition from high light to low light was assessed using a chlorophyll fluorescence imager (CF Imager, Technologica Ltd., UK) following the protocol described by Gotarkar et al. (2022). Leaf disks were sampled at 32 DAS during the V3–V4 stage. Time constants related to qE (τ_1_), qZ (τ_2_) and NPQ at steady‐state high light (NPQ_max_) were calculated by fitting a sum of double exponential curves to the time‐course of NPQ relaxation after transition from high (15 min of 2000 photosynthetic photon flux density [PPFD]) to low light (50 min of 50 PPFD) (Dall'Osto et al. 2014; Long et al. 2022).

### 2.3 Gas Exchange Measurements

During vegetative (V4–V5, 29–30 DAS) and reproductive (R5–R6, 93–94 DAS) stages, CO_2_ assimilation response curves to light were measured simultaneously with chlorophyll fluorescence following the protocol described by De Souza et al. (2022) for NPQ activation and fluctuating light conditions. Theoretical maximum quantum efficiency of CO_2_ assimilation (ΦCO_2, max_) and theoretical maximum quantum efficiency of linear electron transport (ΦPSII_max_) were calculated as the slope of carbon assimilation (*A*) over quanta and electron transport rate (ETR) over quanta from 50 to 200 µmol m^−2^ s^−1^. Non‐photochemical quenching during low light (NPQ_low‐light_), photochemical quenching (qP, *F*_q_ *'/F*_v_ *'*), maximum efficiency of PSII photochemistry in the light if all reaction centers were open (*F_v_* '/*F_m_* '), and instantaneous quantum yield of linear electron transport (ΦPSII, *F*_q_ *'*/*F*_m_ *'*), were averaged over the same time points. Averages for NPQ during high light, ETR and A were also calculated for the light intervals greater than 1800 PPFD during the fluctuating light protocol. Measurements were done on the youngest fully expanded leaves using a portable gas exchange system with a cuvette integrated with a modulated chlorophyll fluorometer and light source (LI‐6800; LI‐COR, Lincoln, NE, USA).

The maximum apparent carboxylation rate by Rubisco (*V*_c, max_) and the maximum regeneration of ribulose‐1,5‐bisphosphate expressed as ETR (*J*_max_) under steady‐state conditions were calculated from fitting *A*/intercellular [CO_2_] (*C*_i_) curves obtained using the LI‐6800 as described above. Measurements were taken at vegetative (V4–V6, 37 DAS) and reproductive (R4–R5, 86 DAS) stages. For *A*/*C*_i_ curves, the light intensity was kept constant to 2000 µmol m^−2^ s^−1^ (90% red, 10% blue), block temperature at 28°C, relative humidity inside the chamber at 60% ± 2%, and the reference CO_2_ concentration was varied following the sequence: 400, 300, 200, 150, 100, 75, 50, 400, 400, 600, 800, 1000, 1200, 1500, 1800 and 2000 µmol mol^−1^ for plants grown at a[CO_2_] after Long (2003) and 600, 400, 300, 200, 150, 100, 75, 50, 600, 600, 800, 1000, 1200, 1500, 1800, 2000 µmol mol^−1^ for plants grown at e[CO_2_] per (Ainsworth et al. 2007). Prior to fitting the curves, values were adjusted for temperature response to 25°C according to Bernacchi et al. (2001) and McMurtrie and Wang (1993).

Diurnal measurements of photosynthesis were collected using the previously described LI‐6800 at 44 DAS during the vegetative stage (V6–V7) at 5 AM, 8 AM, 11 AM, 2 PM, 5 PM and 8 PM. The reference CO_2_ of 400 ppm was used for measurements from a[CO_2_] and 600 ppm for e[CO_2_]. The leaf chamber fan speed was set to 10 000 rpm, flow rate to 400 µmol s^−1^, relative humidity to 60%, and the light source was configured to 90% red and 10% blue. Incident light provided to the leaf and leaf temperature controls were adjusted throughout the day to match environmental conditions. Leaves were allowed to reach steady state *A* and stomatal conductance (*g*_s_) in the chamber before ΦPSII, NPQ, *C*_i_, *A* and *g*_s_ measurements were logged. Intrinsic water use efficiency was calculated as *A* divided by *g*_s_ (Osmond et al. 1980). Leaves from three independent plants were sampled and averaged to represent a plot.

### 2.4 Pigment Extraction and HPLC Analysis

Leaf tissue for pigment analysis was collected on the same day during the same time points as the diurnal photosynthesis measurements. Using a cork borer, three 13.4 mm leaf disks from the youngest fully expanded leaf of three different plants within a plot were sampled and pooled together. Samples were placed in 2 mL nuclease‐free tubes, immediately frozen in liquid nitrogen and stored at −80°C. Samples were ground to a fine powder with 4 mm SPEX stainless steel grinding beads (2150; SPEX SamplePrep, USA) using TissueLyser Universal Laboratory Mixer‐Mill disruptor (85210; QIAGEN, Germany), at 24 Hz, twice for 1.5 min, stopping to cool cassettes in liquid N_2_. Pigments were extracted from ground tissue using 2 × 100% acetone as previously described in Leonelli (2022). Pigment composition and quantification were performed using the method described in Müller‐Moulé et al. (2002) with an Agilent 1290 Infinity UPLC system. Pigment concentrations were normalised to chlorophyll *a* to facilitate comparisons across plots. De‐epoxidation state (DES) was calculated as follows: for α‐xanthophylls, Lut/(Lut + Lx); for β‐xanthophylls, (Zea + 0.5Ant)/(Vio + Ant + Zea).

### 2.5 Measurement of Growth and Development

Plant height and number of nodes were measured from 24 DAS until 85 DAS, when the plants reached the R5–R6 stage. Plant height was measured from the cotyledon scar to the growing point. The stages of soybean development were evaluated weekly starting at 8 DAS until the end of the experiment using the Fehr and Caviness (1977) method. Leaf area index (LAI) was measured on 45, 50, 57, 63, 72, 78, 86, 93 and 107 DAS using a portable plant canopy analyzer (LAI‐2200C; Li‐Cor, Lincoln, NE, USA) at ground level between the middle two rows of each plot. Stem biomass and seed weight were determined after harvesting once the plants reached the R8 stage of development. Harvest was done on 7 October 2021, at 121 DAS. Ten plants of each plot were collected and placed in individual paper bags. Total number of pods, number of seeds per pod and stem biomass were determined after drying the plants in an oven at 60°C until constant weight. Harvest index was calculated as the ratio of seeds to the total above‐ground biomass. Seed biomass per plot was determined by hand harvesting and threshing (LD350 Laboratory Thresher, Wintersteiger, Austria) all remaining plants per plot.

### 2.6 RNA‐Seq Analysis

Leaf samples were collected at 31 DAS and 86 DAS, during V4–V5 and R5–R6 stages, respectively, between 9:00 and 11:00 AM. Samples were collected, stored and ground as described under pigment extraction.

Total RNA was extracted using the RNeasy Plant Mini Kit (74904; Qiagen, Germany) according to the manufacturer's protocol with the following modification: RPE buffer wash was increased from one to 4–5 times. Further, the total RNA sample was digested with RNase‐Free DNase Set (79254; Qiagen, Germany) to remove any traces of genomic DNA contamination. Total RNA concentration was initially evaluated using a NanoDrop One Microvolume UV‐Vis Spectrophotometer (Thermo Scientific, USA). The quality of each RNA sample was determined in 1.2% agarose‐TAE (0.5×) gel electrophoresis containing SYBR Safe DNA Gel Stain (Thermo Fisher, USA) by evaluating the integrity of the 28S and 18S ribosomal RNA bands and the absence of smears. Construction of libraries and sequencing using the Illumina NovaSeq 6000 system (Illumina, CA, USA) were performed at the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana‐Champaign. Purified total RNAs were run on a Fragment Analyzer (Agilent, CA, USA) to re‐evaluate RNA integrity. The total RNAs were converted into individually barcoded polyadenylated mRNAseq (PolyA) libraries with the Kapa Hyper stranded mRNA Sample Prep kit (08098123702; Roche, IN, USA). Libraries were barcoded with Unique Dual Indexes, which have been developed to prevent index switching. The adaptor‐ligated double‐stranded cDNAs were amplified by PCR for eight cycles with the Kapa HiFi polymerase (07958927001; Roche, IN, USA). The final libraries were quantified with Qubit (ThermoFisher, MA, USA), and the average cDNA fragment sizes were determined on a Fragment Analyzer. The libraries were diluted to 10 nM and further quantified by qPCR on a CFX Connect Real‐Time qPCR system (Biorad, CA, USA) for accurate pooling of barcoded libraries and maximisation of the number of clusters in the flowcell.

The barcoded RNA‐SEQ libraries were loaded on two SP lanes for 101 cycles on a NovaSeq 6000 sequencing system. The libraries were sequenced from one end of the fragments for a total of 100 bp. The Fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, CA, USA). Raw reads were deposited in the NCBI Sequence Read Archive, BioProject accession GSE270020. Reads from 32 RNA‐SEQ libraries were first filtered to remove low‐length reads (i.e., reads < 34). The reads were aligned to the soybean genome Wm82.a4.v1 (downloaded from Phytozome [Sreedasyam et al. 2023], Phytozome genome ID: 508, version: *Gmax_Wm82_a4_v1* [Valliyodan et al. 2019]) using the STAR aligner (Dobin et al. 2013) at default parameters for Arabidopsis. The sequence of the three Arabidopsis VPZ genes (VDE (*AtVDE, AT1G08550*), PSII subunit S (*AtPsbS, AT1G44575*) and ZEP (*AtZEP, AT5G67030*) (genome version TAIR10, annotation version Araport11) was added to the soybean genome before aligning reads to the soybean genome. Furthermore, the *featureCounts* programme from the subreads package was used to count the number of reads assigned to each gene (Liao et al. 2014). Reads with multi‐align flag were assigned fractionally to each of the mapped loci.

Four replicates for each treatment‐genotype combination were sampled from the four blocks/rings in the field. To remove batch effect associated with the blocks/rings, the ComBat‐seq programme was used (Zhang et al. 2020). Differential gene expression (DGE) from the V4–V5 stage and the R5–R6 stage was analysed separately. DGE analysis was conducted with the limma package (Ritchie et al. 2015). The low count genes were filtered out, and libraries were normalised for size using the Trimmed Mean of *M*‐values normalisation method (Robinson and Oshlack 2010). Differential expression analysis was carried out by fitting a linear model. Design matrix was set up to evaluate the statistical significance of main effects (CO_2_ and line) and interaction effect (CO_2_ × line). False discovery rate was controlled using the Benjamini and Hochberg method. Adjusted *p*‐values were obtained from ‘p. adjust‘ function from stats package in R. For main effects, genes with *p*‐adjusted < 0.05 and log_2_ fold change (FC) > 1 were considered to be statistically significant unless stated otherwise. For the interaction effect, genes with p‐adjusted < 0.05 were considered significant. Genes significant for the interaction term were clustered into co‐expressed clusters to identify dominant interaction types. Clustering was performed using the hierarchical clustering method. CO_2_ and line effect on predefined gene sets (KEGG pathways) was assessed using gene set enrichment analysis (GSEA). For both main effects, the list of expressed genes was sorted based on the log_2_FC separately. WT and a[CO_2_] were considered the control condition for the analysis. ‘gseKEGG’ function of ClusterProfiler R package was used to run the analysis (Yu et al. 2012). Top 15 pathways with *p*‐adjusted values < 0.05 were considered significant.

A separate statistical analysis was conducted to test the effect of the growth stage, CO_2_ and line on the native and transgenic *ZEP*, *VDE* and *PsbS* genes. For this analysis, samples for two growth stages were analysed together. DGE analysis was performed using the steps described above. Model design consisted of three main effects (the growth stage, CO_2_ and line) and their interactions. Raw *p*‐values obtained for each main effect and interaction effect were corrected for multiple tests using the Benjamini‐Hochberg procedure as described above. Log_2_FC was calculated for each treatment, growth stage and line group. Genes with *p*‐adjusted value < 0.05 and Log_2_FC > 1 were considered statistically and biologically significant.

### 2.7 Statistical Analysis

Data from physiological measurements were analysed using the JMP Software (JMP Pro 15.0.0, SAS Institute Inc.) or R software (R Core Team 2025). Normal data distribution was checked using the Shapiro–Wilk *W* test, and equal variances using Brown–Forsythe and Levene tests (Dag et al. 2018; Levene 1960; Shapiro and Wilk 1965; Brown and Forsythe 1974; Royston 1982). Where required to meet the assumption of normality, a Box–Cox transformation was applied. Significant differences were determined using a mixed model with restricted maximum likelihood considering [CO_2_] treatment, line and the interaction between [CO_2_] and line as fixed effects, and block as a random effect (Cheung 2013). For diurnal gas exchange measurements or measurements taken in different stages of development, the times or dates were considered repeated measurements. Diurnal pigment data were analysed using generalised linear mixed models assuming a gamma distribution (Brooks et al. 2017). The DHARMa package in R was used to assess the dispersion, outliers and uniformity of residuals (Hartig 2026). Four extreme outliers from violaxanthin and V + A + Z data were removed based on the sample distribution. Where the assumption of normality was not met, the non‐parametric Kruskal–Wallis test was used (Hollander et al. 2015). Significant differences were considered when *p* ≤ 0.1. That significant threshold was used to minimise the possibility of a type II error given the low replication level (*n* = 4).

## 3 Results

### 3.1 Faster NPQ Relaxation and Higher Photosynthetic Efficiency of VPZ‐34A Soybean Is Not Affected by Elevated [CO_2_] but Is Affected by Growth Stage

The time constants related to the fast (τ_1_; qE) and intermediate (τ_2_; qZ) relaxing components of NPQ in VPZ‐34A were significantly lower than those of the WT in both [CO_2_] conditions (Figure 1A,B). While e[CO_2_] did not affect τ_1_ and τ_2_ in VPZ‐34A, it reduced τ_1_ in WT by 49% and increased τ_2_ by 31% (Figure 1A). Maximum NPQ was higher in the VPZ‐34A and remained unaffected by [CO_2_] (Figure 1C).

**Figure 1:**
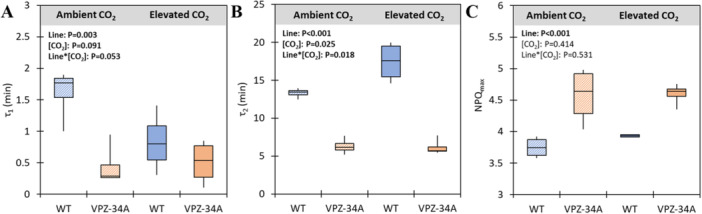
Relaxation time constants for (A) fast (τ_1_) and (B) medium (τ_2_) NPQ components, and (C) maximum NPQ (NPQ_max_) of WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1 (*n* = 4).

Under fluctuating light, the theoretical maximum quantum efficiency of linear electron transport (ΦPSII_max_) and non‐photochemical quenching during low light (NPQ_low‐light_, 50–200 µmol m^−2^ s^−1^) were statistically different between VPZ‐34A and WT only in the vegetative stage. ΦPSII_max_ in VPZ‐34A was, on average, 7% and 5% greater than in WT at stages V4‐5 and R5–R6, respectively (Figure 2C,D). NPQ_low‐light_ in VPZ‐34A was 15% lower than WT at V4–V5 and it dropped to 10% lower than WT at R5–R6 under ambient conditions, a slight decrease was observed under e[CO_2_] but this was not significant (Figure 2E,F). No significant differences in theoretical maximum quantum efficiency of carbon assimilation (ΦCO_2, max_) were observed between genotypes (Figure 2A,B). Both genotypes exhibited reduced NPQ_low‐light_ and increased ΦPSII_max_ under e[CO_2_] compared to those grown at a[CO_2_]. At e[CO_2_], ΦPSII_max_ for both WT and VPZ‐34A was higher than at a[CO_2_] with a 4% gain at V4–V5 and a 7% gain at R5–R6 (Figure 2C,D). NPQ_low‐light_ also showed greater reduction under e[CO_2_] with an 8% decrease in V4–V5 and 11% reduction at R5–R6 as compared to a[CO_2_] (Figure 2E,F). However, there was no significant interaction between VPZ‐34A and e[CO_2_] for any of those measurements. Under NPQ activation, no significant changes in ΦPSII_max_ or ΦCO_2, max_ between VPZ‐34A and WT were observed (Figure S3; Figure S4A–D). However, a significant difference in ΦPSII_max_ between ambient and elevated [CO_2_] was observed with a 3% reduction in e[CO_2_] at V4–V5 and a 3% increase in e[CO_2_] at R5–R6 (Figure S4C,D). ΦCO_2, max_ also showed a treatment effect with a 7% loss at e[CO_2_] at V4–V5 and a line by treatment effect at R5–R6 with a 10% increase in ΦCO_2, max_ for VPZ‐34A at e[CO_2_] and a 10% decrease for WT at e[CO_2_] (Figure S4A,B). NPQ_low‐light_ values were 13% lower in VPZ‐34A in both [CO_2_] across both growth stages (Figure S4E,F). There was no significant line effect of line on mean assimilation during high light in fluctuating light at either growth stage (Figure S8E,F). There was no significant change in *V*_c, max_ and *J*_max_ between WT and VPZ‐34A, but the seasonal average of *V*_c, max_ was 23% lower in WT and 14% lower in VPZ‐34A at e[CO_2_] as compared to a[CO_2_] (Table 1).

**Figure 2:**
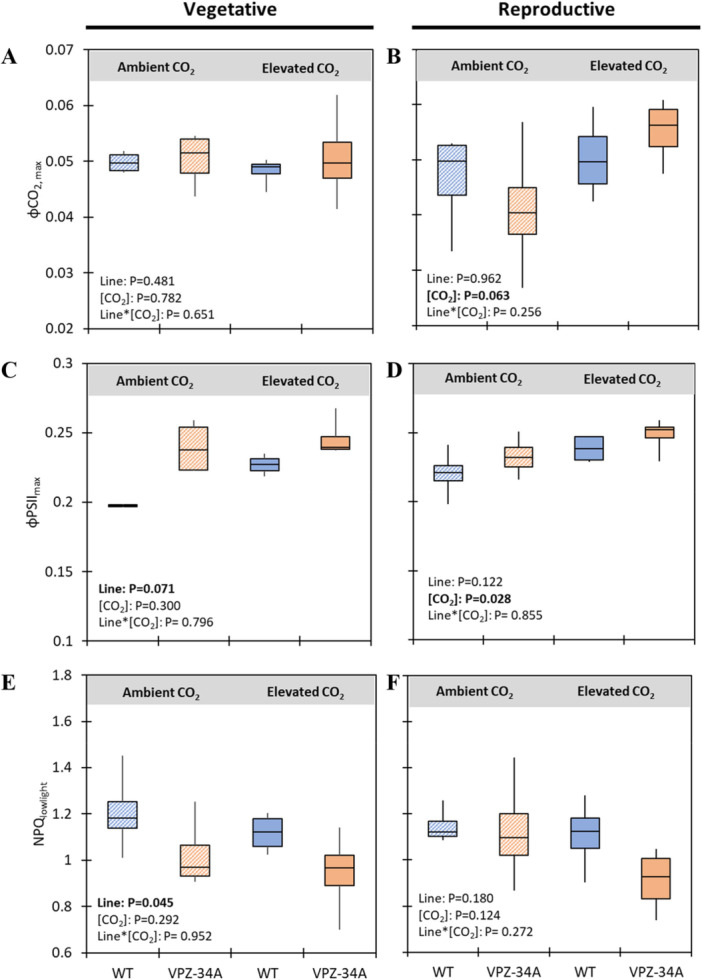
Maximum quantum efficiency of CO_2_ assimilation (ΦCO_2, max_) (A, B), maximum quantum efficiency of linear electron transport (ΦPSII_max_) (C, D) and non‐photochemical quenching during sun to shade transitions (NPQ_lowlight_) (E, F) under fluctuating light of WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA, under ambient and elevated a[CO_2_]. Values represent repeated measurements from vegetative (V4–V5) (A, C, E) and reproductive (R5–R6) (B, D, F) stages. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1 (*n* = 4). [Color figure can be viewed at wileyonlinelibrary.com]

**Table 1:** Maximum rate of carboxylation by Rubisco (*V*_c, max_; µmol m^−^^2^ s^−1^) and maximum rate of photosynthetic electron transport (*J*_max_; µmol m^−2^ s^−1^) at steady‐state in WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Values represent repeated measurements from vegetative (V4–V5) and reproductive (R5–R6) stages. Values are mean ± SE (*n* = 4).

Season averages							
	Ambient CO_2_		Elevated CO_2_		ANOVA results		
	WT	VPZ‐34A	WT	VPZ‐34A	Line	[CO_2_]	Line* [CO_2_]
*V*_cmax_	70.47 ± 6.57	66.08 ± 5.91	54.24 ± 5.96	57.79 ± 4.95	0.970	**0.031**	0.465
*J*_max_	125.99 ± 7.52	122.59 ± 9.67	115.21 ± 11.19	126.24 ± 7.83	0.691	0.703	0.443
Vegetative (V4–V5)							
*V*_cmax_	83.08 ± 5.37	70.95 ± 5.23	59.18 ± 7.17	62.32 ± 6.10	0.501	**0.033**	0.269
*J*_max_	126.48 ± 5.38	117.61 ± 7.38	100.68 ± 9.71	122.34 ± 9.69	0.458	0.233	**0.097**
Reproductive (R5–R6)							
*V*_cmax_	57.85 ± 8.15	61.21 ± 10.95	49.30 ± 9.89	53.25 ± 7.98	0.687	0.378	0.974
*J*_max_	125.50 ± 15.31	127.58 ± 19.12	129.74 ± 18.7	130.13 ± 13.5	0.945	0.851	0.967

*Note:* Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1.

In summary, expression of *AtVPZ* increased maximum NPQ and sped up the rate of relaxation in VPZ‐34A relative to WT. As expected, there was no change in steady state assimilation or electron transport; however, while *AtVPZ* expression resulted in increased light use efficiency under fluctuating irradiance, this did not translate to an increase in the efficiency of carbon assimilation. Interestingly, the relative benefit of *AtVPZ* on photosynthesis was limited to vegetative stages, due to developmental effects on NPQ relaxation kinetics, and growth under e[CO_2_] altered the kinetics of NPQ relaxation in WT plants, but had no impact on VPZ‐34A.

### 3.2 e[CO_2_] Increases Zeaxanthin Accumulation Without Altering Steady State NPQ and Photosynthesis in Both WT and VPZ‐34A Lines

To investigate the response of WT and VPZ‐34A to e[CO_2_] in situ, we conducted a diurnal assessment of photosynthesis and xanthophyll cycle pigments on vegetative stage plants (V6–V7) (Figure 3). Light intensity increased from dawn (5 PM) to 11 AM, followed by a decline at around 2 PM due to cloud cover, before rising again in midafternoon and decreasing towards dusk (Figure 3A). Leaf temperatures rose throughout the day from ~25°C at dawn peaking around 3°C at 5 PM before decreasing towards 8 PM (Figure 3A). As expected, when grown at e[CO_2_], WT and VPZ‐34A plants showed higher carbon assimilation and reduced stomatal conductance, resulting in higher intrinsic water use efficiency (iWUE) due to increased carboxylation and stomatal closure in response to increased intercellular [CO_2_] *C*_i_ (Figure 3B–E). This was accompanied by a slight increase in ΦPSII in both genotypes grown under e[CO_2_] relative to ambient conditions, with values tracking changes in light intensity throughout the day (Figure 3F). Intriguingly, there was also a slight increase in ΦPSII in VPZ‐34A relative to WT irrespective of conditions (Figure 3F). This was accompanied by steady state NPQ values trending higher in VPZ‐34A, although the differences were not deemed significant between lines or CO_2_ concentrations (Figure 3G).

**Figure 3:**
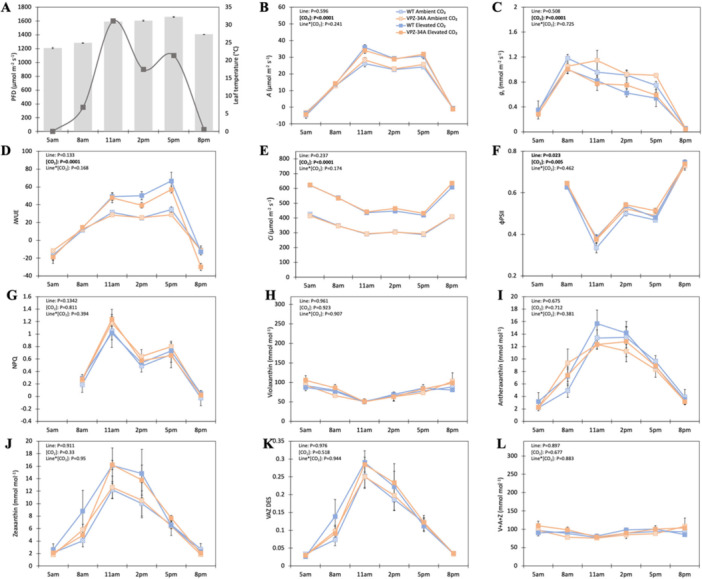
Diurnal measurements of photosynthesis were conducted under light levels and leaf temperatures commensurate with environmental conditions (A). CO_2_ assimilation (A) (B), stomatal conductance (*g*_*s*_) (C), intrinsic water use efficiency (*i*WUE) (D), intracellular [CO_2_] (*C*_*i*_) (E), instantaneous ΦPSII (F), NPQ (G) and violaxanthin (V) (H), antheraxanthin (A) (I), and zeaxanthin (Z) (J) levels as normalised by chlorophyll a content (mmol mol^−1^) were measured across six time points in WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA under ambient and elevated a[CO_2_]. The de‐epoxidation state (DES) related to the VAZ cycle is represented in fraction and calculated as (Z + 0.5 A)/(V + A + Z) (K), and the total pigment content in the VAZ cycle is calculated as (V + A + Z) (L). Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1 (*n* = 4). [Color figure can be viewed at wileyonlinelibrary.com]

Pigment profiles were assessed to determine whether changes in photosynthesis were reflected in changes in pigment concentrations. Violaxanthin levels remained largely unchanged between lines and growth conditions (Figure 3H). Antheraxanthin levels were slightly higher in VPZ‐34A at 8 AM (Figure 3I), without a corresponding increase in Zeaxanthin (Figure 3H), but otherwise remained largely consistent between lines and conditions (Figure 3I). Zeaxanthin content did trend higher for plants grown at e[CO_2_] during the middle of the day, which also reflected in an elevated DES of xanthophylls (VAZ DES) (Figure 3J,K). However, these changes were not significant, and there were no overall changes to total pigment contents (Figure 3L).

Taken together, these data indicate that growth at CO_2_ increased carbon assimilation, water use and ΦPSII irrespective of genotype. While there were potentially minor differences in pigment contents and steady state NPQ in VPZ‐34A plants, these differences did not reach statistical significance, which would be consistent with the trait predominantly influencing dynamic behaviour.

### 3.3 The Response of Plant Growth and Development to Elevated [CO_2_] Is Similar Between WT and VPZ‐34A

At 85 DAS, there were no significant differences in height between growth conditions or genotypes (Figure 4A). At e[CO_2_], WT plants had on average three more nodes than at a[CO_2_], while the VPZ‐34A had on average only two more nodes (Figure 4B). While the growth stages did not differ between VPZ‐34A and WT under ambient or e[CO_2_] during the vegetative stages (VE to V8), most VPZ‐34A plants reached the R8 stage at e[CO_2_] faster than WT (DAS 126; Figure S10).

**Figure 4:**
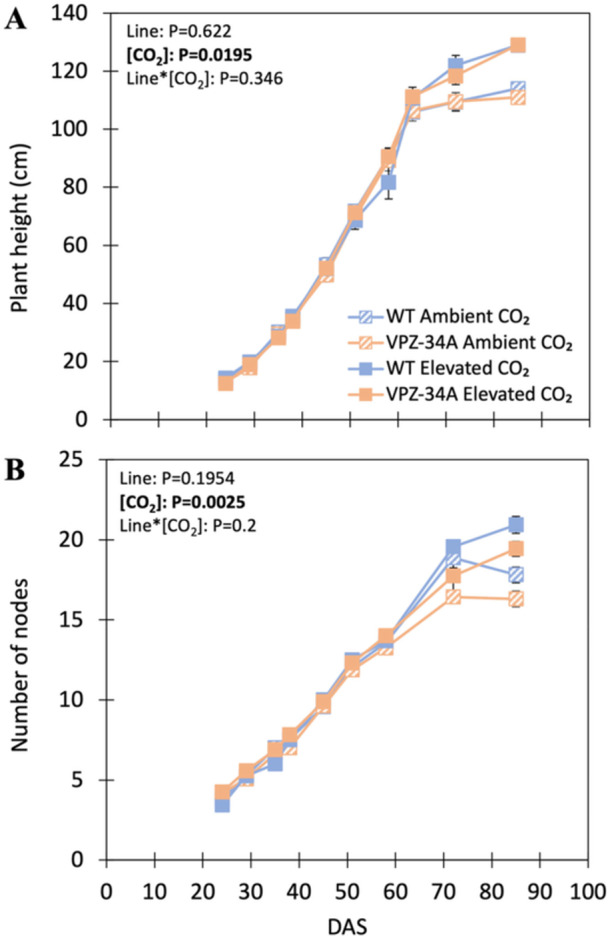
Plant height (cm) (A) and number of nodes (B) of WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Values are mean ± SE (*n* = 4). DAS = days after sowing. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1. [Color figure can be viewed at wileyonlinelibrary.com]

At harvest, stem and seed biomass per plant were 50%–55% greater at e[CO_2_] compared to a[CO_2_], with no significant differences between lines (Figure 5A,B). Similarly, seed production per plot was not altered between WT and VPZ‐34A, but plots under e[CO_2_] produced significantly more seeds than in ambient a[CO_2_] (Figure 5C). Despite no differences in seed biomass per plant or per plot, the harvest index of VPZ‐34A plants was 3% greater than that of WT (Figure 5D). Harvest index was not affected by [CO_2_] (Figure 5D). Seeds in the VPZ‐34A were overall 8% smaller than the WT (Figure 5F).

**Figure 5:**
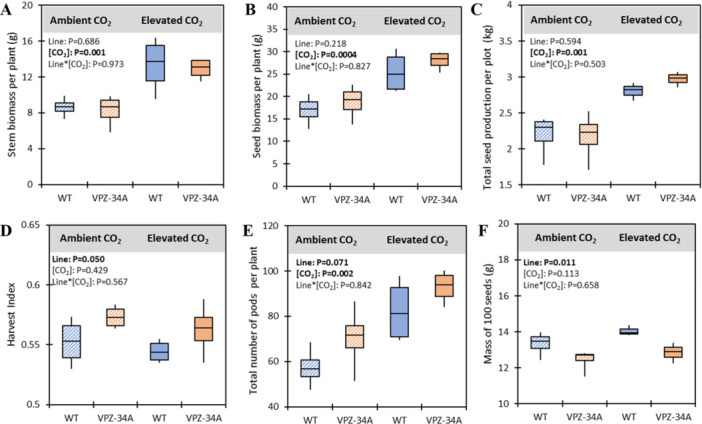
Stem (A) and seed (B) biomass per plant, seed biomass per plot (C), harvest index (D), total number of pods per plant (E) and mass of 100 seeds (F) of WT and VPZ‐34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by *p* < 0.1 (*n* = 4). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.4 VDE, ZEP and PsbS Gene Expression Were Significantly Affected by the Growth Stage

*AtVDE*, *AtZEP* and *AtPsbS* were transcriptionally active in all transgenic samples. 

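Transcript abundance was measured by RNA sequencing of 32 leaf samples, with 4 samples for each combination of line, CO_2_ treatment and growth stage. The lines were WT soybean and VPZ-34A, the treatments were a[CO_2_] at 410 µmol mol-1 and e[CO_2_] at 600 µmol mol-1 in free-air enrichment rings, and samples were taken 31 days (V4–V5) and 86 days (R5–R6) after sowing. The sample labels name the later stage R6, while the methods of the paper name it R5–R6, which is used here. Each of the 8 rings was exposed to 1 CO_2_ level, with 4 rings at a[CO_2_] and 4 at e[CO_2_], held both lines and was sampled at both stages. The authors aligned the reads with STAR to the soybean genome Wm82.a4.v1 with the 3 Arabidopsis transgenes added, and counted them per gene with featureCounts. Reads that aligned to several loci were assigned fractionally, so that 32.6% of the nonzero values in the table of 52875 genes were not whole numbers and the values are estimated counts. These counts carried no normalisation and no ComBat-seq correction.

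The total count per library ranged from 16091207 to 63132399 with a median of 20437366. At V4–V5, totals were 19062701 to 46976198 (median 20156716) for WT at a[CO_2_], 16870301 to 24318039 (median 19496564) for WT at e[CO_2_], 17824189 to 45874720 (median 20238875) for VPZ-34A at a[CO_2_] and 20813995 to 55755989 (median 22982857) for VPZ-34A at e[CO_2_]. At R5–R6, they were 17242184 to 43341836 (median 20054650), 16091207 to 22674474 (median 18034004), 17639354 to 63132399 (median 30913622) and 18956175 to 24556102 (median 21554582) in the same order. In the library with the lowest total, 3 counts correspond to 0.186 CPM, the count scaled by library size, and this floor covers counting error only.

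Here the estimated counts were rounded to whole numbers, low count genes were removed with filterByExpr, and libraries were scaled by the Trimmed Mean of *M*-values method. Line, CO_2_ and their interaction were tested per stage with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested for each effect. A log_2_FC is the full difference between the levels of a factor, averaged over the other factor. The choices that could change the numbers are the omission of ComBat-seq, the scale of the log_2_FC, the set of tests adjusted together, the low count filter, the test itself and whether the ring enters the model. The paper removed ring differences with ComBat-seq, fitted linear models with limma and reasoned from the resulting gene lists to effects of the line, of CO_2_ and of their interaction.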

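The transgene *AtVDE* (AT1G08550) had 51.2 CPM or more in each of the 16 VPZ-34A libraries, which was the lowest value of any transgene. Its count in the 16 WT libraries never exceeded 2, so that its mean in VPZ-34A was at least 2286-fold higher at V4–V5 and at least 502-fold higher at R5–R6. *AtZEP* (AT5G67030) had at most 2 counts in the WT libraries at V4–V5, where VPZ-34A was at least 7941-fold higher, and at most 12 counts at R5–R6. *AtPsbS* (AT1G44575) had up to 29 counts in a WT library at R5–R6 (0.585 CPM), and its highest value scaled by library size was 0.826 CPM, from 16 counts in another. Within VPZ-34A, *AtPsbS* reached 760 CPM or more and *AtZEP* 905 CPM or more in every library.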

Their expression in the reproductive stage was generally lower than in the vegetative stage. This growth stage effect was statistically significant for *AtVDE* and *AtZEP*, but not for *AtPsbS* (File S1). However, growth under e[CO_2_] did not significantly affect the expression of transgenes (Figure S11). 

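In VPZ-34A at a[CO_2_], *AtVDE* was at 446 ± 180 CPM (SD, n = 4) at V4–V5 and 93.6 ± 34.1 CPM at R5–R6, and at e[CO_2_] it was at 407 ± 88.3 CPM and 93.5 ± 16.3 CPM. *AtPsbS* was at 3448 ± 462 CPM and 1376 ± 486 CPM at a[CO_2_], and at 2990 ± 263 CPM and 2240 ± 271 CPM at e[CO_2_]. *AtZEP* was at 1504 ± 297 CPM and 1078 ± 102 CPM at a[CO_2_], and at 1457 ± 166 CPM and 1018 ± 111 CPM at e[CO_2_]. The ratio of the R5–R6 value to the V4–V5 value of the same ring was 0.135 to 0.338 for *AtVDE*, 0.243 to 0.882 for *AtPsbS* and 0.530 to 0.889 for *AtZEP*.

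**Figure D1:**
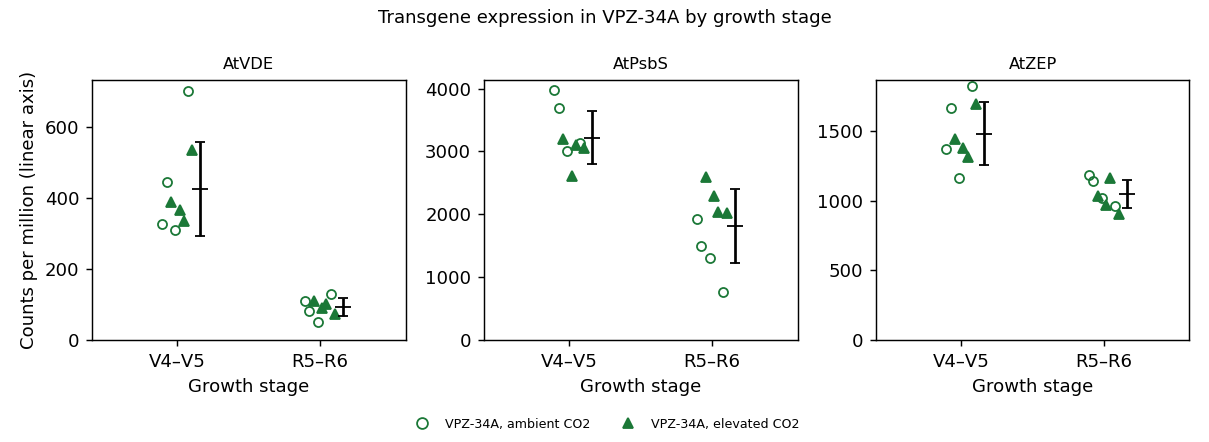
Expression of *AtVDE*, *AtPsbS* and *AtZEP* in the 16 VPZ-34A libraries in CPM on a linear axis, by growth stage. Open circles are libraries at a[CO_2_], filled triangles libraries at e[CO_2_], and the black bars the mean ± SD of the 8 libraries of a stage. Libraries of the 2 stages have no overlap for *AtVDE* and *AtPsbS* (for *AtPsbS* at least 2606 CPM at V4–V5 and at most 2599.8 CPM at R5–R6) and overlap for *AtZEP* (at least 1159.9 CPM and at most 1186 CPM).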

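In one model of all 32 libraries, the stage effect within VPZ-34A was past an adjusted p of 0.05 for all 3 transgenes, both over the 35639 genes tested and over the list of 10 native and transgenic *VDE*, *PsbS* and *ZEP* genes. The log_2_FC of R5–R6 against V4–V5 was −2.19 for *AtVDE* (standard error 0.20, adjusted p = 2.4e-10), −0.87 for *AtPsbS* (standard error 0.30, adjusted p = 0.0122) and −0.50 for *AtZEP* (standard error 0.14, adjusted p = 0.00219), each from edgeR's quasi-likelihood test. Each transgene was lower at R5–R6 in 8 of 8 rings (two-sided exact permutation test, p = 0.0078, the smallest p that 8 rings allow). Across 14 alternatives the log_2_FC lay between −2.29 and −2.05 for *AtVDE*, between −0.94 and −0.77 for *AtPsbS* and between −0.56 and −0.40 for *AtZEP*. With the ring as a replicate block, 3 transgenes were again past the threshold, with log_2_FC of −2.18, −0.90 and −0.49. Deviations of the lines from their group means correlated within rings (median r of the rings 0.203 at V4–V5 and 0.332 at R5–R6). Averaged over both lines in place of within VPZ-34A, a contrast chosen after seeing the data, the log_2_FC was −1.05 for *AtVDE* (adjusted p = 0.112), 0.28 for *AtPsbS* (adjusted p = 0.487) and 0.58 for *AtZEP* (adjusted p = 0.0528). WT carries no transgene, so that this contrast averages the change in VPZ-34A with that of trace counts in WT.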

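For e[CO_2_] against a[CO_2_] within VPZ-34A, averaged over stages, the log_2_FC was −0.07 for *AtVDE* (adjusted p = 0.914), 0.25 for *AtPsbS* (adjusted p = 0.756) and −0.06 for *AtZEP* (adjusted p = 0.874). No transgene was past the threshold over all genes or over the list of 10, and 0 had an unadjusted p under 0.05. Elevated rings lay below the mean of the ambient rings in 2 of 4 cases for *AtVDE*, 0 of 4 for *AtPsbS* and 4 of 4 for *AtZEP*. Two-sided exact permutation tests of 4 elevated against 4 ambient rings gave p = 0.97 for *AtVDE*, p = 0.2 for *AtPsbS* and p = 0.51 for *AtZEP*, where the smallest p possible is 0.029. The sign for *AtVDE* was not stable, since leaving out ring 7 gave a log_2_FC of 0.19 and limma-voom gave 0.000603. With the ring as a random replicate block in limma-voom the log_2_FC was 0.0011 for *AtVDE*, 0.27 for *AtPsbS* and −0.06 for *AtZEP*, where deviations of the lines correlated within rings with a median r of 0.203 at V4–V5 and 0.332 at R5–R6.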

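The 7 native genes were tested in the same model as the transgenes. For the growth stage, 6 of the 7 were past an adjusted p of 0.05, over all genes and over the list of 10 alike, and 6 were past it with the ring as a replicate block (median r of the lines within rings 0.203 and 0.332 at the 2 stages). Besides the *ZEP* genes, these were Glyma.06G113200 with a log_2_FC of −0.92 (adjusted p = 7.5e-13), Glyma.04G249700 with −0.80 (adjusted p = 7.5e-11), Glyma.17G174500 with −0.52 (adjusted p = 5.7e-06) and Glyma.19G251000 with 0.30 (adjusted p = 0.00248). The first of these was lower at R5–R6 in 8 of 8 rings, as was Glyma.04G249700, while Glyma.17G174500 was lower in 7 of 8 and Glyma.19G251000 higher in 7 of 8. For Glyma.03G253500 the log_2_FC was −0.12 (adjusted p = 0.176) and 4 of 8 rings were lower. The line effect fitted per stage was not past the threshold for any of the 7, with Glyma.19G251000 at R5–R6 having an adjusted p = 0.636 and a log_2_FC of 0.31 (higher in VPZ-34A in 7 of 8 rings).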

Gene expression of seven native VPZ genes (*GmZEP*, *GmVDE* and *GmPsbS*) responded to various independent variables and their interactions (Figure S11). However, only the growth stage resulted in a statistically significant change (i.e., FDR < 0.05 and log_2_FC > 1) for two *GmZEP* genes (*Glyma.09G00600* and *Glyma.11G055700*). 

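Averaged over lines and CO_2_ levels, the log_2_FC of R5–R6 against V4–V5 was 3.27 for Glyma.09G000600 (standard error 0.15, adjusted p = 1.9e-17) and 1.10 for Glyma.11G055700 (standard error 0.14, adjusted p = 4.5e-08). Both genes were higher at R5–R6 in 8 of 8 rings. Across 13 alternatives the log_2_FC ranged from 3.21 to 3.38 and from 1.01 to 1.20, with adjusted p up to 2.2e-14 and up to 1.8e-06. A model with the ring as a replicate block gave 3.30 and 1.09. The stage log_2_FC of the other 5 native genes was under 1 in size in each of these fits.

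**Figure D2:**
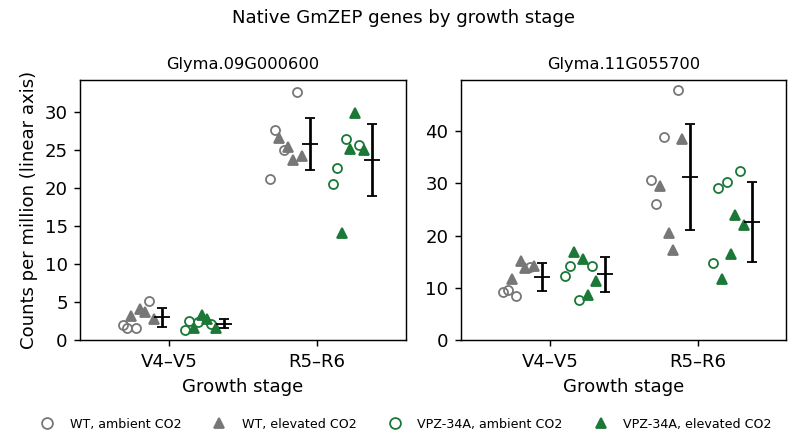
Expression of the *GmZEP* genes Glyma.09G000600 and Glyma.11G055700 in CPM on a linear axis, by growth stage, in all 32 libraries. Open circles are libraries at a[CO_2_], filled triangles libraries at e[CO_2_], grey WT and green VPZ-34A, and the black bars the mean ± SD of 8 libraries. Both genes were higher at R5–R6, Glyma.09G000600 without overlap between stages.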

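Glyma.09G000600, a native *ZEP* gene, was at 2.60 ± 1.67 CPM (SD, n = 4) in WT at a[CO_2_], 3.45 ± 0.613 CPM in WT at e[CO_2_], 2.05 ± 0.528 CPM in VPZ-34A at a[CO_2_] and 2.30 ± 0.818 CPM in VPZ-34A at e[CO_2_] at V4–V5. At R5–R6 it was at 26.6 ± 4.83, 24.9 ± 1.27, 23.8 ± 2.73 and 23.5 ± 6.65 CPM in the same order. In WT at a[CO_2_] at V4–V5, the library of ring 7 was at 5.10 CPM and the other 3 were at 1.63 to 2.01 CPM. The ratio of the stage means was 10.2 for WT at a[CO_2_], 7.21 for WT at e[CO_2_], 11.6 for VPZ-34A at a[CO_2_] and 10.2 for VPZ-34A at e[CO_2_], and the model gave a fold change of 9.63 over all groups. Per ring, with both lines averaged, the ratio ranged from 6.86 to 13.1.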

Among the two *GmZEP* genes *Glyma.09G00600*'s expression was roughly eight times greater across both lines and [CO_2_] at the R5–R6 stage compared to V4–V5 stage. 

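Glyma.11G055700 is the other native *ZEP* gene that the paper names by identifier. Its ratio of the R5–R6 mean to the V4–V5 mean was 3.48 for WT at a[CO_2_], 1.93 for WT at e[CO_2_], 2.21 for VPZ-34A at a[CO_2_] and 1.42 for VPZ-34A at e[CO_2_]. It was at 10.3 ± 2.50, 13.7 ± 1.53, 12.1 ± 3.10 and 13.1 ± 3.83 CPM (SD, n = 4) at V4–V5 in these groups, and at 35.9 ± 9.57, 26.5 ± 9.57, 26.6 ± 8.01 and 18.6 ± 5.57 CPM at R5–R6. Ratios per ring ranged from 1.20 to 4.27, and the fold change over all groups was 2.14. A difference of the CO_2_ effect between stages had a log_2_FC of −0.75 (adjusted p = 0.529 over all genes and adjusted p = 0.208 over 18 named genes), which was not past the threshold.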

Upregulation of *Glyma.11G055700* at the R5–R6 stage ranged from one to four‐fold.

### 3.5 CO_2_ Treatment and VPZ Overexpression on Global Transcription During Vegetative and Reproductive Stages

At V4–V5 stage, 15 genes were identified as differentially expressed genes (DEGs) between WT and VPZ‐34A, while 35 genes were differentially expressed at the R5–R6 stage (FDR < 0.05 and log_2_FC > 1) (File S1). 

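Here 18 soybean genes at V4–V5 and 18 at R5–R6 were past an adjusted p of 0.05 and a log_2_FC of 1 between WT and VPZ-34A, and the 3 transgenes brought the counts to 21 at each stage. At each stage 19 of the 21 were higher in VPZ-34A and 2 were lower. Against the log_2_FC here, those in the paper's line lists had slopes of 0.433 at V4–V5 and 0.474 at R5–R6. The paper's log_2_FC of 1 is therefore a stricter threshold than that used here. The ring as a replicate block gave counts with transgenes of 18 at V4–V5 and 31 at R5–R6, of which 15 and 28 were soybean genes. Deviations of WT and VPZ-34A libraries of one ring from their group means correlated with a median r of 0.203 (rings from −0.104 to 0.395) at V4–V5 and 0.332 (rings from −0.0226 to 0.594) at R5–R6 across genes, against −0.0814 and −0.156 for libraries of different rings. Taking deviations from group means by itself tends to make the values of different rings negative where those within rings are positive. Among the alternatives that keep the deposited counts, the lowest counts came from the filter for at least 10 counts in every library, with 6 at V4–V5 and 5 at R5–R6, and the highest from DESeq2, with 33 and 63. At most 1 of the 24 ways to pair an ambient with an elevated ring is that of the field. With ComBat-seq without the conditions before limma-voom, run after seeing the data over all 24, the counts with transgenes were 35 to 43 at V4–V5 and 62 to 167 at R5–R6. With the conditions preserved they were 27 to 36 and 35 to 88, and with the pair of rings as a term of limma-voom in place of ComBat-seq 18 to 22 and 15 to 32. The 3 genes with the largest log_2_FC that changed the same way in all 8 rings were the transgenes at both stages.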

Notably, 13 of the 15 DEGs from the V4–V5 stage were also differentially expressed at R6, indicating a consistent transcriptional signature associated with the VPZ cassette. 

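The line-effect lists of V4–V5 and R5–R6 shared 14 genes with the same direction, 11 soybean genes and the 3 transgenes. Of these, 13 were higher in VPZ-34A and 1, Glyma.08G087100, was lower. With the ring as a replicate block (median r of the lines within rings 0.203 and 0.332 at the 2 stages) 12 genes were shared, with limma-voom 13 and with DESeq2 21, and the fits that each left out one ring gave 11 to 14. The filter for at least 10 counts in every library, which removes the transgenes, left 3 shared genes. Pairings of rings were run after seeing the data. Over them, ComBat-seq without the conditions before limma-voom gave 17 to 25 shared soybean genes. With the conditions preserved there were 10 to 18, and with the pair of rings as a model term 7 to 10. The paper reads the overlap of its lists as a sign of a consistent transcriptional signature linked to the VPZ cassette.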

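Glyma.08G087100 was at 8.29 ± 4.67 CPM (SD, n = 8) in WT and 1.23 ± 0.401 CPM in VPZ-34A at V4–V5, a log_2_FC of −2.74 (standard error 0.43, adjusted p = 0.0132 from edgeR's quasi-likelihood test), and VPZ-34A was lower in 7 of 8 rings. At R5–R6 it was at 9.96 ± 4.29 CPM in WT and 1.68 ± 0.843 CPM in VPZ-34A, a log_2_FC of −2.53 (standard error 0.35, adjusted p = 0.00543), lower in 8 of 8 rings. WT libraries at e[CO_2_] from ring 8 (0.997 CPM) and ring 6 (1.18 CPM) at V4–V5 and from ring 6 (1.44 CPM) at R5–R6 lay within the range of VPZ-34A. At V4–V5 the gene was past the threshold in 9 of 18 alternatives, with adjusted p from 6.1e-06 to 0.187, and with the ring as a replicate block the log_2_FC was −2.50 (adjusted p = 0.107). At R5–R6 it was past it in 18 of 18, with adjusted p up to 0.0495. Pairings of rings were run after seeing the data. Of the 24 pairings, at most 1 is that of the field. With ComBat-seq without the conditions before limma-voom, Glyma.08G087100 was past the threshold at V4–V5 in 21 of 24 pairings. With the conditions preserved this number was 15, and with the pair of rings as a model term 0. At R5–R6 it was 24 in each. The line effect differed between stages by 0.22 (adjusted p = 0.986).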

Among the genes consistently differentially expressed across both stages, the most notable was the downregulation of *Glyma.08G087100* in VPZ‐34A samples (Figure 6B,D). This gene is a homologue of a mitochondria‐localised thioredoxin *Trx o1* in Arabidopsis. In addition, two ethylene responsive factors—*Glyma.09G248200* and *Glyma.18G244600*—which are homologous to the *BABY BOOM* (BBM) gene in Arabidopsis, were upregulated in VPZ‐34A samples (Figure 6B,D). 

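Glyma.09G248200 had no count in any WT library at V4–V5 and at most 1 count at R5–R6. In VPZ-34A it was at 3.22 ± 1.32 CPM (SD, n = 8) at V4–V5 and 3.77 ± 1.26 CPM at R5–R6, at least 17.3-fold higher (adjusted p = 4.0e-05) and at least 20.2-fold higher (adjusted p = 4.5e-09), in 8 of 8 rings at each stage. Glyma.18G244600 was also at 0 counts in WT at V4–V5 and at most 1 at R5–R6. It was at 0.806 ± 0.528 CPM and 0.852 ± 0.562 CPM in VPZ-34A, at least 4.32-fold higher (adjusted p = 0.00744) and at least 4.57-fold higher (adjusted p = 0.000337), again in 8 of 8 rings. Glyma.09G248200 was past the threshold in 17 of 17 alternatives at both stages, with adjusted p up to 0.00787 at V4–V5. Glyma.18G244600 was not past it at V4–V5 with the ring as a replicate block (adjusted p = 0.104) and was in the other 16 alternatives, with adjusted p from 9.5e-11.

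**Figure D3:**
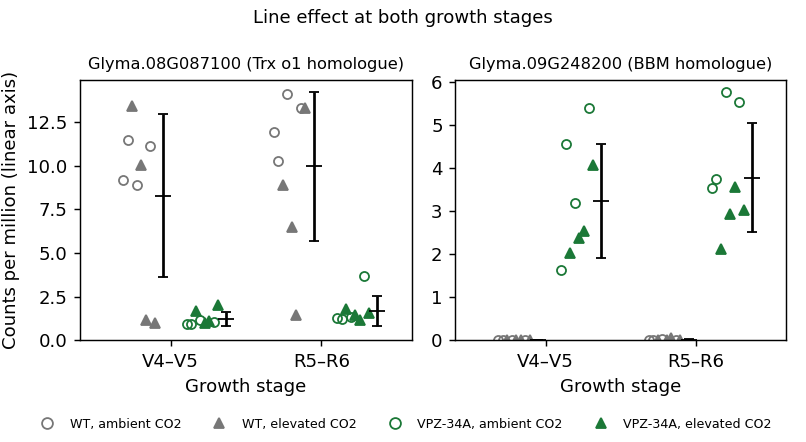
Expression of Glyma.08G087100 and Glyma.09G248200 in CPM on a linear axis, by growth stage, in all 32 libraries. Open circles are libraries at a[CO_2_], filled triangles libraries at e[CO_2_], grey WT and green VPZ-34A, and the black bars the mean ± SD of 8 libraries. The 3 WT libraries at e[CO_2_] with low Glyma.08G087100 lie at 0.997 to 1.44 CPM.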

Given the small number of DEGs observed, GSEA was used to assess the entire list of expressed genes to delineate any weaker but pathway‐wide effects. GSEA revealed that flavonoid and isoflavonoid biosynthetic pathways were enriched at both growing stages for genotype effect (Figure 7A,B). In addition, enriched pathways at V4–V5 included protein processing, N‐glycan biosynthesis and photosynthesis antenna proteins (Figure 7A). Similarly, at R5–R6, pathways such as carbon metabolism, oxidative phosphorylation, proteasome and glutathione metabolism were enriched. However, the range of log_2_FC among these pathways was less than one (Figure 7A,B). Thus, log_2_FC threshold for DEGs was relaxed to 0.5 to identify significant DEGs among the pathways identified by GSEA. At log_2_FC > 0.5, we identified 42 DEGs (38 upregulated and four downregulated in VPZ‐34A) at vegetative stage and 168 DEGs (85 upregulated and 83 downregulated) at R5–R6 stage. 

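At the log_2_FC threshold of 0.5, 22 genes (20 higher and 2 lower in VPZ-34A, transgenes included) were past an adjusted p of 0.05 at V4–V5, and 30 (27 higher and 3 lower) at R5–R6. Without the transgenes the counts were 19 and 27. The paper's 0.5 is a stricter threshold, since its line log_2_FC had slopes of 0.433 at V4–V5 and 0.474 at R5–R6 against those here. The ring as a replicate block (median r of the lines within rings 0.203 and 0.332) gave 19 and 43, limma-voom with the ring as a random replicate block 28 and 67, and DESeq2 40 and 105.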

The relaxed log_2_FC cutoff allowed identification of three carbon metabolism related DEGs at R5–R6, in addition to *Glyma.03G040600* (Pyrimidine 4, *PYD4*) which was significantly downregulated in VPZ‐34A at log_2_FC > 1 cutoff. 

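Glyma.03G040600 (*PYD4*) was at 1.92 ± 2.64 CPM (SD, n = 8) in WT and 1.04 ± 1.34 CPM in VPZ-34A at R5–R6, a log_2_FC of −1.05 (standard error 0.74, adjusted p = 0.747), and was lower in VPZ-34A in 7 of 8 rings. The WT mean contained a library at e[CO_2_] from ring 8 at 8.25 CPM, against 1.03 to 1.58 CPM in the other 3 of its group, and a library at a[CO_2_] from ring 7 at 2.19 CPM, against 0.277 to 0.504 CPM. It was past the threshold in 0 of 17 alternatives that keep the deposited counts, with adjusted p from 0.274 to 0.953, the lowest with the ring as a replicate block (log_2_FC −1.27). With ComBat-seq without the conditions before limma-voom, run after seeing the data, it was past it in 6 of 24 pairings of rings, and in 0 with the conditions preserved or with the pair of rings as a model term. At most 1 of the 24 pairings is that of the field. At V4–V5 the log_2_FC was −0.12 (adjusted p = 1.00).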

*Glyma.01G091000* (phosphoenolpyruvate carboxylase 4, *PPC4*) was upregulated, *Glyma.16G204600* (Enolase 2, *ENO2*) and *Glyma.18G009700* (glyceraldehyde‐3‐phosphate dehydrogenase C subunit 1, *GAPC1*) were downregulated in VPZ‐34A (File S1). 

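At R5–R6 Glyma.01G091000 (*PPC4*) was at 0.280 ± 0.188 CPM (SD, n = 8) in WT and 0.776 ± 0.349 CPM in VPZ-34A, a log_2_FC of 1.45 (standard error 0.39, adjusted p = 0.412), higher in 8 of 8 rings. Glyma.16G204600 (*ENO2*) was at 18.3 ± 12.4 CPM in WT and 7.70 ± 2.80 CPM in VPZ-34A, a log_2_FC of −1.18 (standard error 0.35, adjusted p = 0.522), lower in 6 of 8 rings. Glyma.18G009700 (*GAPC1*) was at 26.5 ± 16.5 CPM and 9.51 ± 6.61 CPM, a log_2_FC of −1.44 (standard error 0.48, adjusted p = 0.55), lower in 6 of 8 rings. The directions held in every alternative that keeps the deposited counts, and none of the 3 genes was past an adjusted p of 0.05 in any of these, with lowest values of 0.0816 for *PPC4*, 0.107 for *ENO2* and 0.159 for *GAPC1*. At most 1 of the 24 pairings is that of the field, so that counts of pairings do not show how firm a call is. ComBat-seq without the conditions before limma-voom, run after seeing the data, put *PPC4* past the threshold in 23 of 24 pairings of rings, *GAPC1* in 5 and *ENO2* in 3. With the conditions preserved these numbers were 7, 1 and 0, and with the pair of rings as a model term 0 for each. Their adjusted p values with the ring as a replicate block were 0.0942, 0.174 and 0.159, with log_2_FC of 1.48, −1.03 and −1.46.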

Apart from carbon metabolism, glutathione metabolism at the reproductive stage and N‐glycan biosynthesis at the vegetative stage were among the pathways identified via GSEA that consisted of two and one DEGs, respectively, after log_2_FC cutoff relaxation. 

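Glyma.02G069500 (*FT2c*) was at 1.23 ± 0.946 CPM (SD, n = 8) in WT and 2.98 ± 1.03 CPM in VPZ-34A at V4–V5, a log_2_FC of 1.28 (standard error 0.37, adjusted p = 1.00), higher in 8 of 8 rings. At R5–R6 it was at 6.49 ± 2.07 CPM and 11.1 ± 3.85 CPM, a log_2_FC of 0.76 (standard error 0.22, adjusted p = 0.483), higher in 6 of 8 rings. Among 17 alternatives at V4–V5 that keep the deposited counts, it was past the threshold in the fit without ring 7 (adjusted p = 0.036, log_2_FC 1.80), and adjusted p in the others ranged up to 1.00. It was past it in 12 of 24 pairings of rings with ComBat-seq without the conditions before limma-voom, run after seeing the data, in 8 with the conditions preserved and in 0 with the pair of rings as a model term. At most 1 of the 24 pairings is that of the field. In the model with the ring as a replicate block the adjusted p was 0.572 at V4–V5 and 0.190 at R5–R6. In WT at a[CO_2_] the library of ring 7 was at 3.16 CPM, against 0.473 to 0.640 CPM in the other 3. The line effect differed between stages by −0.52 on the log_2_ scale, which was not past the threshold (adjusted p = 0.933 over all genes and adjusted p = 0.35 over 18 named genes).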

*Glyma.02G069500*, a flowering locus T 2c (*FT2c*) was another development regulation gene identified as DEG (at log_2_FC > 0.5) in addition to the above‐mentioned *BBM* genes, but only at the V4–V5 stage (File S1).

**Figure 6:**
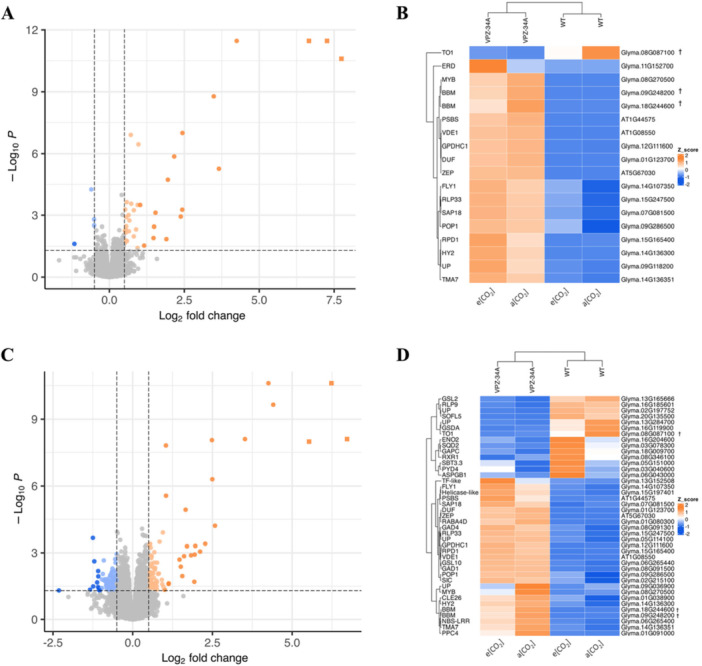
Main genotype effects differentially expressed genes (DEGs) at two growing stages. (A, C) Volcano plots representing DEGs between the vegetative stage and the reproductive stage, respectively. Circles represent soybean genes, squares represent transgenes. Darker shade of colour represents significant genes with log2FC > 1 (B, D). Heatmaps of significant DEGs (log2FC > 1) at the vegetative stage and the reproductive stage, respectively. ‘†’ highlights the gene IDs mentioned in text. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 7:**
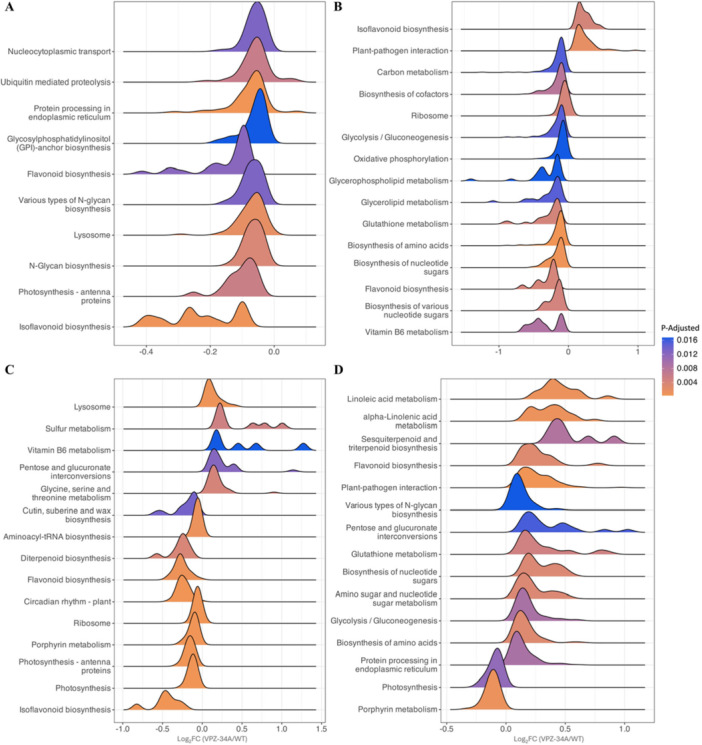
Gene set enrichment analysis (GSEA) of expressed genes at two growing stages using KEGG pathways as gene sets. (A, B) GSEA using log_2_FC calculated with VPZ‐34A as treatment and WT as control at V4–V5 stage (A) and R6 stage (B). (C, D) GSEA using log_2_FC calculated with e[CO_2_] as treatment and a[CO_2_] as control at V4–V5 stage (C) and R6 stage (D). The colour represents the statistical significance of the enriched pathway. The density plots for each pathway represent the distribution of log_2_FC values of genes within that pathway. [Color figure can be viewed at wileyonlinelibrary.com]

Similarly, a small CO_2_ effect was observed in both genotypes. 

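Within WT, 0 genes were past an adjusted p of 0.05 and a log_2_FC of 1 between CO_2_ levels at V4–V5 (1964 with an unadjusted p under 0.05), and 0 at R5–R6 (1568). Within VPZ-34A, 0 genes were past them at V4–V5 (2019 with an unadjusted p under 0.05) and 0 at R5–R6 (3720). With DESeq2, the alternative set in advance that moved these counts most, 23 and 3 genes were past the thresholds in WT and 54 and 74 in VPZ-34A. In limma-voom with the ring as a random replicate block each count was 0, as it was without the block (median r of the lines within rings 0.203 and 0.332). Whether the response differed between lines was tested by the interaction of line and CO_2_, and no gene was past the threshold at either stage.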

At V4–V5 and at R5–R6 stages respectively, 17 and 41 genes were differentially expressed in response to CO_2_ treatment (FDR < 0.05 and log_2_FC > 1) (File S1). 

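Averaged over lines, 34 genes were past an adjusted p of 0.05 and a log_2_FC of 1 between e[CO_2_] and a[CO_2_] at V4–V5, 26 higher and 8 lower at e[CO_2_], and 3634 had an unadjusted p under 0.05. At R5–R6, 0 genes were past both thresholds and 4466 had an unadjusted p under 0.05. Against the log_2_FC here, those in the paper's CO_2_ lists had slopes of 0.525 at V4–V5 and 0.503 at R5–R6. The paper's log_2_FC of 1 is therefore a stricter threshold than that used here. The counts depended on the rings, since 9 to 43 genes at V4–V5 and 0 to 285 at R5–R6 were found when each ring was left out in turn. In limma-voom with the ring as a random replicate block they were 15 and 0, and with both libraries of a ring summed 1 and 0, beside a correlation of the lines within rings of 0.203 and 0.332 (median of the rings). DESeq2 gave 112 and 221. The genes with the largest log_2_FC among the 35 past the adjusted p at V4–V5 whose 8 elevated libraries lay on one side of the 8 ambient libraries were Glyma.04G179500, Glyma.15G105900 and Glyma.08G212300. Their log_2_FC was 3.33 (standard error 0.48, adjusted p = 0.00731), 2.66 (standard error 0.45, adjusted p = 0.0169) and 2.52 (standard error 0.33, adjusted p = 0.00459), and at R5–R6 it was 0.69, 0.76 and 0.43 with adjusted p = 0.732, 0.777 and 0.574. In 18 alternatives at V4–V5 they were past the threshold in 14, 13 and 17, with adjusted p up to 0.235, 0.357 and 0.0762.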

The GSEA of all expressed genes revealed upregulation of sulphur metabolism, pentose and glucuronate interconversions and glycine, serine and threonine metabolism at the V4–V5 stage under e[CO_2_] (Figure 7C). The downregulated pathways under e[CO_2_] at the V4–V5 stage included isoflavonoid biosynthesis, photosynthesis, ribosome and porphyrin metabolism (Figure 7C). At the R6 stage, photosynthesis and porphyrin metabolism were still downregulated, and linoleic acid, alpha‐linolenic acid, plant‐pathogen interaction, glutathione metabolism, amino acid metabolism and glycolysis were upregulated under e[CO_2_] (Figure 7D).

Lastly, genes responsive to the interaction effect of line × CO_2_ were studied. At the V4–V5 stage, only 15 DEGs were significant for the interaction effect and clustered in four interaction clusters (File S1, Figure S12). 

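At V4–V5, 0 of the 33689 genes tested were past an adjusted p of 0.05 for the interaction of line and CO_2_, and 549 had an unadjusted p under 0.05. The latter is below the share of 0.05 that chance alone gives. As many were found in 29 of 35 splits of the rings, the real split included. The gene with the lowest unadjusted p was Glyma.10G182900, with an interaction log_2_FC of −2.11 (standard error 0.38, adjusted p = 1.00). In WT it rose from 0.440 ± 0.141 CPM (SD, n = 4) at a[CO_2_] to 1.90 ± 0.536 CPM at e[CO_2_], with no overlap between libraries, and in VPZ-34A it was at 2.57 ± 0.670 and 2.48 ± 0.313 CPM. With DESeq2 it was past the threshold (adjusted p = 0.0183, with adjusted p up to 1.00 over 17 alternatives). Next was Glyma.11G249900, with an interaction log_2_FC of −1.67 (adjusted p = 1.00). The count with the ring as a replicate block was 0 (median r of the lines within rings 0.203).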

At R5–R6 stage however, 283 genes were differentially expressed with top pathways being plant hormonal transduction, ribosome, spliceosome, RNA degradation, phagosome, oxidative phosphorylation and starch and sucrose metabolism as top pathways with genes greater than or equal to three. 

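At R5–R6, 0 of the 33200 genes tested were past an adjusted p of 0.05 for the interaction, with and without the ring as a replicate block (median r of the lines within rings 0.332), and 801 had an unadjusted p under 0.05. The latter is below the share of 0.05 that chance alone gives. As many were found in 9 of 35 splits of the rings, the real split included. Glyma.19G226500 had the lowest unadjusted p, with an interaction log_2_FC of 2.35 (adjusted p = 1.00). It fell from 1.62 ± 0.367 CPM (SD, n = 4) at a[CO_2_] to 0.953 ± 0.153 CPM at e[CO_2_] in WT and rose from 0.810 ± 0.369 to 2.45 ± 0.618 CPM in VPZ-34A. Glyma.13G273700 followed with 2.29 (adjusted p = 1.00), at 0.587 ± 0.204 and 0.153 ± 0.0492 CPM in WT and 0.276 ± 0.0340 and 0.351 ± 0.111 CPM in VPZ-34A. With DESeq2 1 gene, Glyma.19G226500, was past the threshold (adjusted p = 0.00314, with adjusted p up to 1.00 over 17 alternatives). ComBat-seq without the conditions before limma-voom, run after seeing the data over 24 pairings of rings, gave 1 to 24 genes. With adjustment pooled over effects, it gave 40 to 355. The interaction has no log_2_FC threshold, so that the sum-to-zero coefficient does not change its count. The pair of rings as a model term gave 0 with adjustment per effect and 0 to 2 with pooled adjustment.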

Genes significantly differentially expressed at the R5–R6 stage clustered into eight co‐expression clusters (File S1, Figure S13).

## 4 Discussion

Using a previously characterised transgenic line (VPZ‐34A), we set out to test the hypothesis that increases in light use efficiency, due to over‐expression of *AtVPZ*, and carbon assimilation from e[CO_2_], would have an additive effect on seed production in soybean, and to determine the molecular response to *AtVPZ overexpression*. However, we did not observe improvements in seed production or biomass in VPZ‐34A relative to WT, in ambient or e[CO_2_]. Instead, stem and seed biomass, along with total seed production per plot, were only influenced by [CO_2_] (Figure 5A–C). Importantly, despite seeing an increase in light use efficiency in VPZ‐34A, we didn't observe an increase in efficiency of carbon assimilation under fluctuating light, both in a[CO_2_] and e[CO_2_], which may underpin the lack of yield benefit, although further repetition will be necessary to draw firm conclusions.

### 4.1 VPZ‐34A Transcriptional Response to e[CO_2_] Broadly Similar to WT and Previous FACE Studies

In both VPZ‐34A and WT, the general transcriptional response to e[CO_2_] was consistent with previous studies. For example, upregulation of glycolysis at R5–R6 is consistent with previous transcript analysis at SoyFACE (Leakey, Xu, et al. 2009), as is a general downregulation of photosynthesis genes under e[CO_2_] (Leakey, Xu, et al. 2009; Bredow et al. 2025). Similarly, changes in transcript abundance of genes belonging to stress response and lipid metabolism pathways were consistent with data described in Ainsworth et al. (2006) and Bredow et al. (2025). Therefore, the transcriptional response to e[CO_2_] is broadly preserved in both VPZ‐34A and WT in the current study. Nonetheless, some of the responses to e[CO_2_] were different. For instance, we did not observe upregulation of protein degradation or upregulation of respiratory pathways during the vegetative stage as previously described by Ainsworth et al. (2006). These differences may be partly attributable to changes in environmental conditions between experiments, differences in techniques by which transcripts were evaluated (i.e. microarray vs. RNAseq), in the genotypes tested, and the time of day when samples were collected, as 21% of genes undergo circadian regulation (Locke et al. 2018).

### 4.2 Impact of e[CO_2_] on Relaxation of Photoprotection in WT and VPZ‐34A Lines

The relaxation times for the energy‐dependent (qE) and zeaxanthin accumulation‐dependent (qZ) NPQ components (τ_1_ and τ_2_) were significantly lower in VPZ‐34A than in WT, and remained unchanged across both [CO_2_] concentrations (Figure 1A,B). However, growth of WT under e[CO_2_] had a significant effect on both time constants, where τ_1_ decreased, and τ_2_ increased. Previously, it has been shown that thylakoid proton conductivity increases with higher CO_2_, leading to decreased NPQ and ∆pH by an unknown mechanism (Kanazawa and Kramer 2002; Kanazawa et al. 2017). However, this is unlikely to be the cause of altered kinetics of WT grown at e[CO_2_] because measurements were taken under ambient conditions and there was no effect on maximum NPQ (Figure 1C). Some insight may be provided by the increase in τ_2_ (qZ relaxation time); this relaxation phase is typically assumed to be related to the rate of conversion of Zeaxanthin to Violaxanthin by ZEP. 

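The *ZEP* genes named by identifier, Glyma.09G000600 and Glyma.11G055700, had a log_2_FC of 0.13 (standard error 0.14, adjusted p = 0.696 over all genes and adjusted p = 0.518 over the list of 10) and −0.11 (standard error 0.14, adjusted p = 0.759 and adjusted p = 0.562) for e[CO_2_] against a[CO_2_], averaged over lines and stages. Of the 4 elevated rings, 2 lay below the ambient mean for Glyma.09G000600 and 3 for Glyma.11G055700, whose sign changed to 0.03 when ring 7 was left out. Two-sided exact permutation tests between rings gave p = 0.543 and p = 0.6. None of 12 alternatives brought either gene past the threshold, over all genes or over the list. The paper's adjusted p for CO_2_ in File S1 is 0.217 for Glyma.09G000600 and 0.634 for Glyma.11G055700, and it is under 0.05 for the other 5 native genes. In the paper's text the names numbered within the *ZEP*, *VDE* and *PsbS* families are not paired with identifiers. Since the paper reports a significant decrease of *GmZEP1*, that gene would be among the other 5.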

The abundance of native *ZEP* transcripts trend downwards under e[CO_2_], with the decrease in *GmZEP1* significant (Figure S11). These findings are analogous to reports from Arabidopsis, and would be consistent with slower relaxation of qZ (Loladze et al. 2019). However, there was also a statistically significant decrease in *GmVDE1*, *GmVDE2*, *GmPsbS1* and *GmPsbS2* under e[CO_2_]. 

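The other 5 native genes of the list had negative log_2_FC for e[CO_2_] against a[CO_2_], averaged over lines and stages. Past an adjusted p of 0.05 over all genes was 1, Glyma.17G174500 with −0.38 (adjusted p = 0.0327). Over the list of 10 genes, 4 were past it, namely Glyma.17G174500 (adjusted p = 0.00149), Glyma.03G253500 with −0.29 (adjusted p = 0.00536), Glyma.06G113200 with −0.22 (adjusted p = 0.0111) and Glyma.19G251000 with −0.25 (adjusted p = 0.0183). Over the list they were past it in 12, 12, 11 and 10 of 12 alternatives in this order, with adjusted p up to 0.0247, 0.0413, 0.0557 and 0.116. Glyma.04G249700 had a log_2_FC of −0.15 (adjusted p = 0.107 over the list, and adjusted p from 0.0614 to 0.272 over 12 alternatives). In each of the 5 genes, 4 of 4 elevated rings lay below the ambient mean. In limma-voom with the ring as a random replicate block, 0 genes were past the threshold over all genes and 4 over the list (median r of the lines within rings 0.203 and 0.332 at the 2 stages). Two-sided exact permutation tests of 4 rings against 4 gave p = 0.0286 for 4 of the genes, the smallest p possible, and p = 0.0571 for Glyma.19G251000.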

The magnitude of these changes at the protein level remains to be determined, and we did not assess post‐translational regulation, which has been shown to be important in regulating ZEP protein levels in response to environmental stresses such as high light and drought (Schwarz et al. 2015; Bethmann et al. 2019), but it is possible growth under e[CO_2_] causes a decrease in the ratio of ZEP to VDE protein accumulation, which could result in slower epoxidation of zeaxanthin and an increase in τ_2_. This interpretation would be consistent with an increase in Zeaxanthin content in plants grown at e[CO_2_], which may possibly occur (Figure 3J) but requires further validation as differences were not statistically significant. Taken together, these results reveal differential transcriptional regulation of *VDE* and *ZEP* in response to growth under e[CO_2_], but its potential effect on qZ relaxation is overridden in *VPZ* transgenics, meaning transgenic performance under fluctuating light will likely remain unaffected by future [CO_2_].

### 4.3 Potential Reasons for Lack of Increase in Seed Production in VPZ‐34A Lines Relative to WT

While the absence of an increase in seed production in VPZ‐34A contrasts with 1 year of findings from De Souza et al. (2022), it is consistent with the second year (taken during the same year analysed here). Sink limitation is commonly responsible for suppressing the benefits of increasing carbon assimilation (Ainsworth et al. 2002, 2011; Morgan et al. 2005; Bishop et al. 2015; C. Li et al. 2019), but it can be discounted as influencing the outcome, because we observed an increase in seed production in WT and VPZ‐34A under e[CO_2_] (Figure 5C). Rather, harvest index and 100‐seed weight were significantly impacted by VPZ expression, as previously seen for multiple VPZ events in soybean (De Souza et al. 2022). VPZ‐34A produced a greater number of pods and seeds (Figure 5E,F), but a reduction in 100‐seed weight offset any gains, resulting in a similar overall plot seed weight between lines under both ambient and e[CO_2_] (Figure 5C).

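Of 33200 genes tested between WT and VPZ-34A at R5–R6, 2494 had an unadjusted p under 0.05, against 1152 of 33689 at V4–V5. The count at V4–V5 is below the share of 0.05 that chance alone gives, and that at R5–R6 is above it. With the tests of line, CO_2_ and interaction adjusted together, 16 genes, transgenes included, were past the thresholds of adjusted p and log_2_FC at R5–R6, against 21 with the line effect adjusted alone. With the ring as a replicate block, 4569 genes at R5–R6 and 1729 at V4–V5 had an unadjusted p under 0.05. In that model 31 were past the thresholds at R5–R6. DESeq2 gave 63 there, and the filter for at least 10 counts in every library gave 5.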

The observed effect of VPZ‐34A on transcription of native soybean genes during reproduction was small. Grain filling happens during the R5 stage, and by the R6 stage, seeds are already filled. Here, samples for transcriptomics were taken at an intermediate stage (R5–R6), which may have impacted our ability to fully detect transcriptional changes impacting reproduction. However, there we did identify transcriptional changes that may have impacted yield. 

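*ENO2* (Glyma.16G204600) and *GAPC1* (Glyma.18G009700) had line log_2_FC of −0.03 and −0.21 at V4–V5 (adjusted p = 1.00 for both), lower in VPZ-34A in 5 of 8 rings each. The difference between the line effects of R5–R6 and V4–V5 was itself tested in the model of all 32 libraries. It was −1.15 for *ENO2* (adjusted p = 0.909 over all genes and adjusted p = 0.116 over the 18 named genes) and −1.23 for *GAPC1* (adjusted p = 0.909 and adjusted p = 0.128), in a model without the ring. With the ring as a replicate block, chosen after seeing the data, it was −0.95 for *ENO2* (adjusted p = 0.682 and adjusted p = 0.0338) and −1.27 for *GAPC1* (adjusted p = 0.697 and adjusted p = 0.0994). The ring at each stage as a replicate block gave adjusted p = 0.0497 for *ENO2* and adjusted p = 0.0684 for *GAPC1* over the named genes, and the ring and line as a replicate block adjusted p = 0.0209 and adjusted p = 0.161. Over all genes neither was past the threshold in any of these models (adjusted p from 0.383 to 0.909).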

Particularly, stage‐specific downregulation of key carbon metabolism genes such as *GAPC1* and *ENO2* in VPZ‐34A could have impacted the amount of photosynthate available for seed filling, which in turn, could be responsible for the smaller seeds in VPZ‐34A plants (Figures 6C,D, 7B). In addition, GSEA suggested pathway‐wide downregulation of carbon metabolism, but given the weak FCs, it cannot be confidently concluded that the changes are biologically meaningful. How AtVPZ affects carbon metabolism in a growth stage‐dependent manner, therefore, remains to be understood.

In addition, we found evidence for differential expression of two genes in VPZ lines with a potential role in seed development that could have influenced yield. *Glyma.09G248200* and *Glyma.18G244600* are homologues of Arabidopsis APETALA2 (AP2) domain‐containing protein, PLT4/BABY BOOM (*BBM*). *AtBBM* regulates embryo and endosperm development, and knockout mutants of *the AP2* gene are shown to have greater seed mass (Jofuku et al. 2005; B. Chen et al. 2022). The impact of lineage‐specific divergence of *AP2* transcription factors is not fully understood (Jiang et al. 2020; Kerstens et al. 2020), but upregulation of two putative developmental regulators as a result of *AtVPZ* expression, combined with our observation of smaller seeds in the VPZ‐34A line, warrants further investigation. Likewise, *FT2c*, which regulates flowering in soybean and its homologue in Arabidopsis, is known for leaf to shoot apex signalling to regulate flowering, was upregulated by VPZ‐34A at the V4–V5 stage, also pointing to altered sink development in transgenic plants (Jaeger and Wigge 2007; Wu et al. 2017). An important caveat to this analysis is that we only analysed transcriptional changes in leaves and not reproductive tissue, so it is unclear to what extent the observed transcriptional changes impact seed development. This may also be important as the transgenes themselves have the potential to impact seed development if expressed in reproductive tissues. For example, increased carotenoid content is correlated with decreased seed weight in chickpea and soybean (Abbo et al. 2005; Gebregziabher et al. 2022), and in Arabidopsis, ZEP was identified as the major‐effect locus for seed carotenoid content (Gonzalez‐Jorge et al. 2016). In addition, expressing *AtVPZ* in reproductive tissues could affect NPQ and rates of pod photosynthesis, which have been shown to contribute to 14% in soy seed weight, and up to 25% in wheat and barley (Bort et al. 1994; Maydup et al. 2010; Cho et al. 2023). Analysis of gene expression atlases suggests that there is significant expression of *AtGAPA*, *AtFBA* and *AtRBCS* in embryonic, pod and seed tissues in Arabidopsis, while a similar situation is true for homologous genes in soybean, indicating it is likely the transgenes are expressed to a significant level in reproductive tissues (Rhee 2003; Winter et al. 2007; Almeida‐Silva et al. 2023).

Taken together, it cannot be ruled out that transcriptional changes induced by VPZ over‐expression are impacting seed weight and pod number, through affecting carbon metabolism, developmental regulators or the transgenes themselves. It is therefore unclear whether impacts on seed weight can be decoupled from changes in leaf‐level photosynthesis, for example, by restricting transgene expression to leaves. Nonetheless, our data provide several testable hypotheses for future research.

### 4.4 Lack of Observable Increase in Efficiency of CO_2_ Assimilation in VPZ‐34A

VPZ‐34A was previously shown to possess increased theoretical quantum maximum light use efficiency (ΦPSII_max_) and increased theoretical quantum maximum efficiency of CO_2_ fixation (ΦCO_2, max_) under fluctuating light (De Souza et al. 2022). While we replicated the previously observed increase in ΦPSII_max_ in VPZ‐34A, we did not see a corresponding increase in ΦCO_2, max_ (Figure 2A,C). Furthermore, improvements in ΦPSII_max_ largely disappeared during reproductive stages (Figure 2D). This may potentially be attributable to the differential expression of the native *GmVPZ* genes, most notably an eight‐fold increase in of *Glyma.09G000600* between vegetative and reproductive stages, which is a ZEP‐like homologue responsible for native LxL cycling (Leonelli et al. 2024) and may offset any gains from introducing the *AtZEP* in transgenic lines (Figure S11). Daily measurements of photosynthesis and pigment contents of WT and VPZ‐34A in the field were broadly similar to those reported by De Souza et al. (2022), with increased NPQ and elevated Zeaxanthin contents during the middle of the day. These changes did not show statistical significance in this study (Figure 3), but the effect was clearer in De Souza et al. (2022). The discrepancy may in part be attributed to the environmental conditions, whereby in De Souza et al. (2022) peak irradiation reached ~2000 µmol m^−2^ s^−1^ at 2 PM, leading to the largest observable difference between WT and transgenic performance, whereas cloud cover at 2 PM obscured this response here (Figure 3A). This behaviour is also different from VPZ tobacco lines (Kromdijk et al. 2016), which showed similar maximum NPQ values and decreased Zeaxanthin content in mid to late afternoon relative to untransformed controls. In both tobacco and soybean, the lines and years with observed improvements in biomass correspond to improvements in ΦPSII_max_ and ΦCO_2, max_ (Kromdijk et al. 2016; De Souza et al. 2022). Without concurrent improvements in ΦPSII_max_ and ΦCO_2, max_, any gains in efficiency of light harvesting are not being used for CO_2_ fixation.

To explain why increasing ΦPSII_max_ may not lead to increased carbon assimilation, it is important to appreciate that ΦPSII_max_ is the product of two components: (1) *F*_*q*_ *'*/*F*_*v*_' and (2) *F*_*v*_ *'*/*F*_*m*_ *'* (Genty et al. 1989). Breaking down ΦPSII (*F*_q_ *'*/*F*_m_ *'*) at low light into these separate components reveals VPZ led to a decrease in NPQ in VPZ‐34A, as seen by an increase in *F*_*v*_ *'*/*F*_*m*_ *'*, without impacting photochemical quenching (Figure S5E–G). Thus, while there were more electrons available during vegetative stages, they were not used for photosynthesis.

These extra electrons were likely used in alternate electron sinks such as cyclic electron flow (CEF), respiration, photorespiration, nitrogen assimilation, malate shuttle or Mehler reaction. Walker et al. (2014) previously implicated the malate‐shuttle or Mehler reaction in balancing ATP/NADPH requirements under low light as opposed to CEF, and in accordance with these findings, we observed suppression of *Glyma.08G087100* in VPZ‐34A, a putative mitochondrial thioredoxin o1 (*Trxo1*), which would be consistent with alterations in redox metabolism. In Arabidopsis, Trxo1 is implicated in redox regulation of TCA cycle enzymes, alternative oxidase and photorespiratory enzyme subunit glycine‐decarboxylase (Reinholdt et al. 2019), and knockout lines had perturbations to photorespiration and the malate shuttle pathways (Fu and Walker 2023; von Bismarck et al. 2023). Our measurement conditions were unable to provide insight into whether photorespiration is perturbed in VPZ‐34A, but they provide an avenue for future research.

### 4.5 Altered Acclimation Response in VPZ‐34A to e[CO_2_]

Acclimation to e[CO_2_] has been shown to involve a reduction in content of both rubisco and light harvesting components, with rubisco typically lost to a greater extent, as photosynthetic limitation shifts towards maximum rates of electron transport and RuBP regeneration (Leakey, Ainsworth, et al. 2009). Consistent with this, e[CO_2_] grown WT leaves during vegetative stages showed a decrease in *V*_c, max_, *J*_max_ and a decrease in the ratio of *V*_c, max_:*J*_max_ (Table 1). Although VPZ‐34A also showed decreases in *V*_c, max_, *J*_max_ was largely unaffected by developmental stage or CO_2_ treatment (Table 1). Therefore, as with NPQ relaxation parameters, these findings may suggest WT plants adjust electron transport capacity in accordance with demand, whereas placing ZEP, VDE and PsbS under synthetic regulation abolishes this adjustment.

It is not obvious why there was no additive impact of e[CO_2_] on carbon assimilation of VPZ‐34A if *J*_max_ was higher and plants are not Rubisco‐limited, but our data suggest increased reductant was not being used for extra carbon fixation in the year measured. In addition, this study focused on sun‐exposed leaves at the top of the canopy, whereas assessment of whole canopy photosynthesis, along with transgenic and native VPZ protein contents during development, could help us understand the interplay between canopy architecture, whole plant physiology and photoprotection.

### 4.6 Reasons for Inconsistent Results of VPZ Transgenics Between Studies

The factors limiting photosynthetic efficiency will vary between species and environments, meaning it is likely that a synthetic *VPZ* genotype is only beneficial under some circumstances. Further, the number of paralogs of *VPZ* genes varies between species (Frommolt et al. 2008; Sulli et al. 2023), with the catalytic efficiency, expression profiles, substrate specificity and interaction behaviour between variants of *VDE*, *PsbS* and *ZEP* homologues largely unknown. The importance of this is highlighted by the unexpected stimulation of Lutein‐epoxide production in soybean transgenic lines expressing *AtZEP* (Figure S9A), a compound not known to accumulate in Arabidopsis, which has the potential to influence light harvesting efficiency and therefore overall *VPZ* transgenics performance (Esteban and García‐Plazaola 2014; Leonelli et al. 2024).

In addition to species‐specific differences, the lines reported in previous publications (Kromdijk et al. 2016; Garcia‐Molina and Leister 2020; De Souza et al. 2022; Lehretz et al. 2022) have varying degrees of transgene expression and physiological responses. This could be important for reasons distinct from photosynthetic efficiency under fluctuating light, for example, altered *VPZ* gene balance could result in excess NPQ, which would divert reductant from photosynthesis under high light and offset any potential gains (Zuo 2025). Elsewhere, Lehretz et al. (2022) observed decreased ΦPSII and CO_2_ assimilation under high light conditions, which may have contributed to the lack of observable change in performance. Conversely, simple increases in NPQ can also improve photosynthesis by reducing photodamage under high light (Hubbart et al. 2018), while faster induction of NPQ has also been proposed to be a contributing factor to improved performance by reducing photodamage resulting from energy imbalances during low‐to high light transitions (Long et al. 2022). Further, individual expression of *VDE* (Gao et al. 2010; Z. Chen and Gallie 2012; Yang et al. 2015; Sun et al. 2019), *PsbS* (Głowacka et al. 2018; Turc et al. 2024) or *ZEP* (Park et al. 2008; Zhang et al. 2016; Lou et al. 2017) has been shown to confer benefit in response to abiotic stresses plants may experience in the field. Taken together, the unresolved interplay between maximum NPQ, environmental interactions and plant physiology may further contribute to observed differences in *VPZ* response.

## 5 Conclusion

Our data show that the overexpression of *AtVPZ* genes in soybean consistently increases ΦPSII_max_, although this increase does not necessarily translate into increases in carbon assimilation and seed production. We show that growth at e[CO_2_] alters NPQ relaxation kinetics in WT soybean, and it is correlated with transcriptional downregulation of native *ZEP* genes, but this response is decoupled in *VPZ* plants where transgenes are driven by alternate promoters. Similarly, *VPZ* expression altered photosynthetic acclimation in response to e[CO_2_], as evidenced by a lack of decrease in *J*_*max*_. These findings may point to an inability to adapt photosynthetic capacity to demand in current *VPZ* transgenics. Gene expression analysis suggests secondary effects of *VPZ* expression, affecting photosynthate partitioning and seed development, potentially affecting the yield. Unravelling of the interplay and regulation of photosynthesis, photoprotection, sink capacity and development requires further investigation and will be key for realising the potential of *VPZ* expression as an engineering approach to increase crop yield.

## Supporting information

Supporting File 1

Supporting File 2

## Data Availability

Raw reads were deposited in the NCBI Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra), BioProject accession GSE270020.

# Supplementary material for: Evaluating the Combined Effects of Elevated [CO2] and Accelerated NPQ Relaxation on Yield, Physiology and Transcription in Soybean
**Source:** Plant Cell Environ. 2026 May 11;49(8):6169–87. doi: 10.1111/pce.70608
**Supplement:** Supplementary file 2 — Supporting File 2

**Supplementary Figures**

**Supplementary Figure S1.** Map of soil types (orange lines) for each experimental plot (red squares) and block (blue square) at the Soybean Free-Air CO_2_ Enrichment (SoyFACE) facility in Champaign, IL, USA with soil type legend and summary table by experimental plot.

**Supplementary Figure S2.** Daily averages of cumulative daily solar radiation **(A)**, cumulative daily precipitation **(B)**, daily maximum, minimum, and mean temperature **(C)**, daily maximum, minimum, and mean ambient CO_2_ **(D)**, and daily maximum, minimum, and mean vapor pressure deficit **(E)**.

**Supplementary Figure S3.** Light program for NPQ activation gas exchange protocol **(A).** Time points highlighted in red were used for calculations in Supplementary Figure S4. Non-photochemical quenching (NPQ) **(B-C)**, electron transport rate (ETR) **(D-E)**, and carbon assimilation **(F-G)** over time elapsed during vegetative (V4-V5) (**B, D, F**) and reproductive (R5-R6) **(C, E, G)** stages of WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and [CO_2_].

**Supplementary Figure S4.** Maximum quantum efficiency of CO_2_ assimilation (ΦCO_2, max_) **(A-B)**, maximum quantum efficiency of linear electron transport (ΦPSII_max_) **(C-D)**, and non-photochemical quenching (NPQ_lowlight_) **(E-F)** during NPQ activation from 50-200 PPFD (SF2-A) of WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_] for vegetative (V4-V5) **(A, C, E)** and reproductive (R5-R6) **(B, D, F)** stages. Values represent repeated measurements from vegetative (V4-V5) and reproductive (R5-R6) stages. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by P▒<▒0.1 (*n*▒=▒4). Data presented in Supplementary Figure S3 at time points highlighted in red (Supplementary Figure S3A) was used to derive the values presented in this figure.

**Supplementary Figure S5.** Light program for fluctuating light gas exchange protocol **(A).** Time points highlighted in red were used for calculations in E-G. Photochemical quenching (qP) **(****B)**, Fv’/Fm’ **(C)**, and instantenous ΦPSII **(D)** over time elapsed during vegetative (V4-V5) stage. Means of qP **(****E)**, Fv’/Fm’ **(F)**, and instantaneous ΦPSII **(G)** from low light (▒<▒220 PPFD) after high to low light transitions of WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and **e**[CO_2_]. Values represent repeated measurements from vegetative (V4-V5) stage. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by P▒<▒0.1 (*n*▒=▒4).

**Supplementary Figure S6.** Light program for fluctuating light gas exchange protocol **(A).** Time points highlighted in red were used for calculations in E-F. Time points marked with red stripes were used for high light calculations (Supplementary Figure S8). Non-photochemical quenching (NPQ) **(B)**, electron transport rate (ETR) **(C)**, and carbon assimilation **(D)** over time elapsed during vegetative (V4-V5) stage. Mean linear model for slope calculations of theoretical maximum yield of photosystem II (ΦPSII_max_) **(E)** and theoretical maximum yield of carbon assimilation (ΦCO_2,max_) **(F)** calculated from 50-200 PPFD after high to low light transitions of WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and **e**[CO_2_]. Values represent repeated measurements from vegetative (V4-V5) stage. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] for ΦPSII_max_ and ΦCO_2,max_ are shown in Figure [2](#MEP_L_fig2).

**Supplementary Figure S7.** Non-photochemical quenching (NPQ) **(A)**, electron transport rate (ETR) **(B)**, and carbon assimilation **(C)** over time elapsed during reproductive (R5-R6) stage under the fluctuating light (Supplementary Figure S6A). Mean linear model for slope calculations of theoretical maximum yield of photosystem II (ΦPSII_max_) **(E)** and theoretical maximum yield of carbon assimilation (ΦCO_2,max_) **(F)** calculated from 50-200 PPFD after high to low light transitions of WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Values represent repeated measurements from reproductive (R5-R6) stage. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] for ΦPSII_max_ and ΦCO_2,max_ are shown in Figure [2](#MEP_L_fig2).

**Supplementary Figure S8.** Mean non-photochemical quenching (NPQ) **(A-B)**, electron transport rate (ETR) **(C-D)**, and carbon assimilation (A) **(E-F)** at high light (▒>▒1800 PPFD) in fluctuating light during vegetative (**A, C, E)** and reproductive (**B, D, F)** stages in WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and **e**[CO_2_]. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] for ΦPSII_max_ and ΦCO_2,max_ are in bold and indicated by P▒<▒0.1 (*n*▒=▒4). For vegetative mean ETR and A at high light, the assumption of normality was not met. The non-parametric Kruskal-Wallis (KW) test was used to evaluate line and [CO_2_] effects independently. Data presented in Supplementary Figure S6-S7 at time points highlighted in red stripes (Supplementary Figure S6A) was used to derive the values presented in this figure.

**
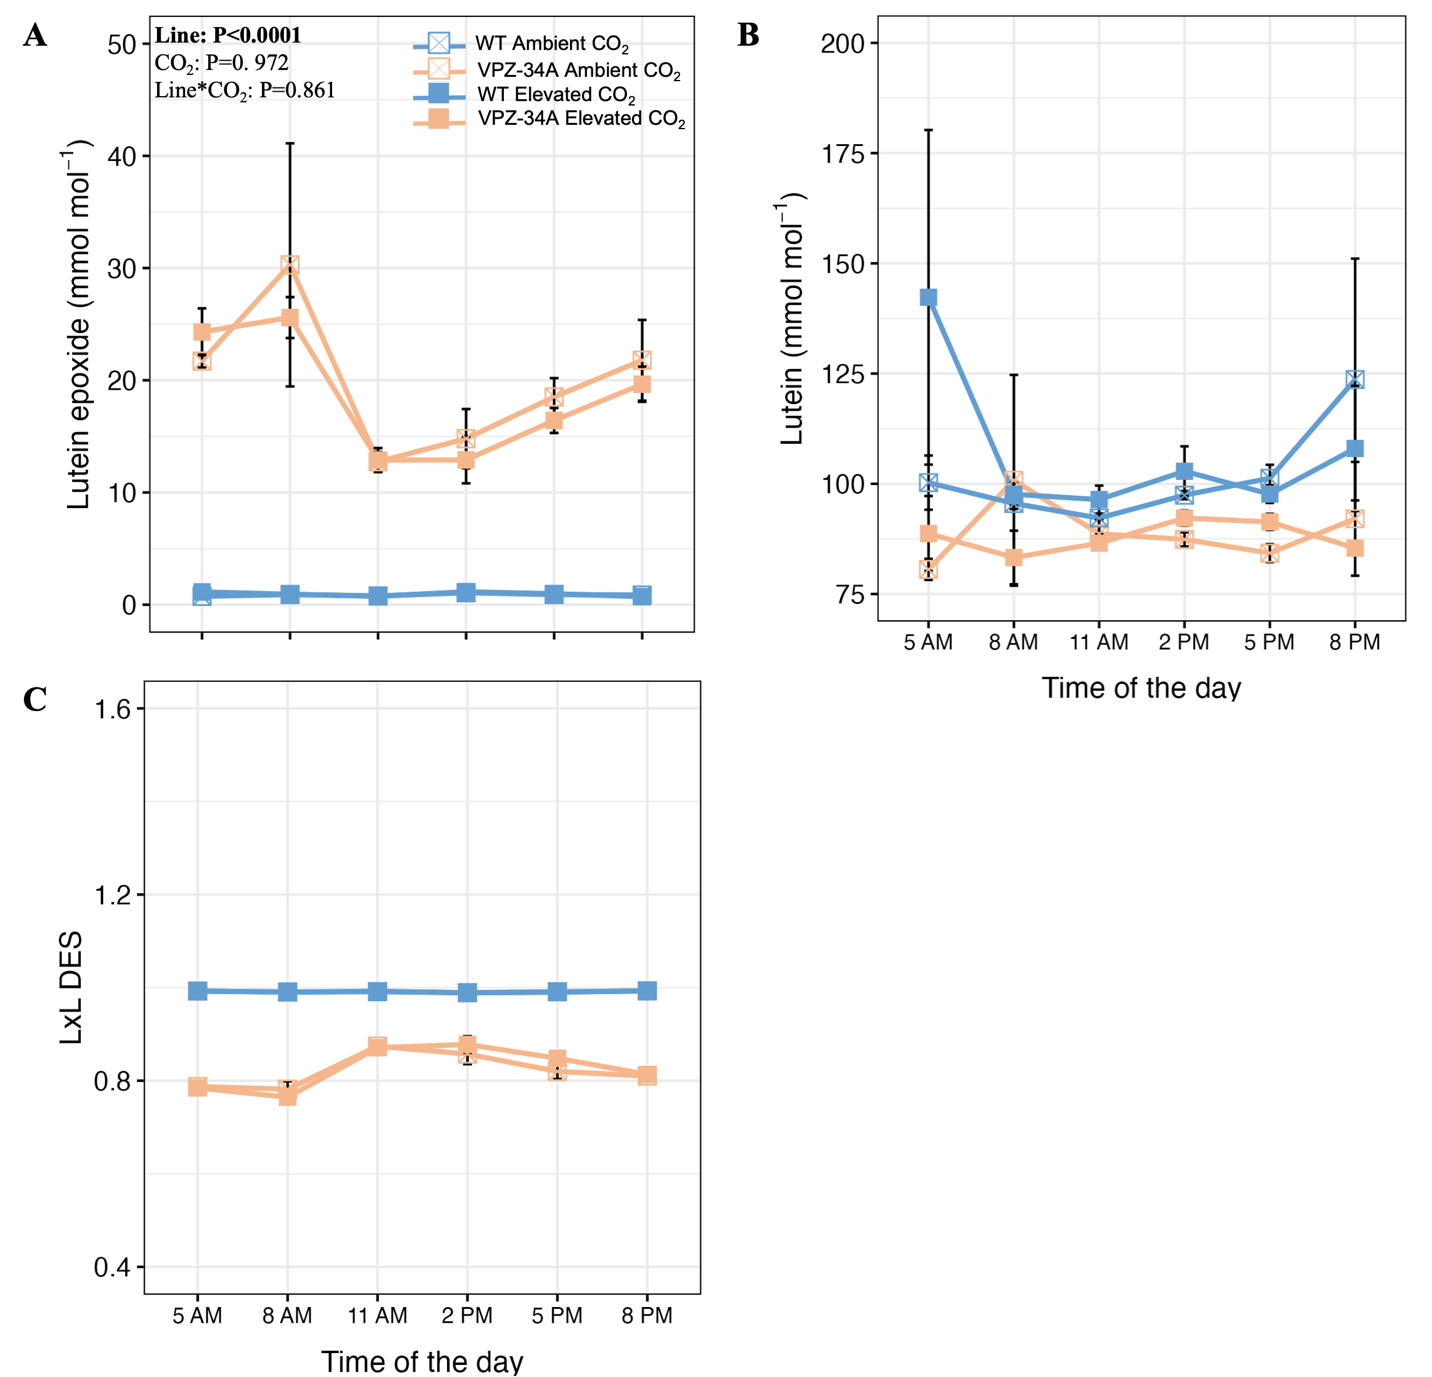
**

**Supplementary Figure S9.** Diurnal measurements of lutein epoxide (Lx) **(A)** and lutein (L) **(B)** levels as normalized by chlorophyll a content (mmol mol^-1^), and the de-epoxidation state of the lutein epoxide cycle (LxL DES) represented in percentage and calculated as L/(L+Lx) **(C)** across six timepoints in WT and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and elevated a[CO_2_]. Significant differences between lines, [CO_2_] and interaction line*[CO_2_] are in bold and indicated by P▒<▒0.1 (*n*▒=▒4). Lutein and LxL DES sample distribution failed to met the assumptions of gamma distributions. Removal of extreme outliers and data transformation didn’t provide sample distribution that can be modeled using gamma or normal distribution. Thus, p-values of LxL DES and Lutein were not reliable and are not provided.

|  | **Ambient CO_2_** | | | | | | | | **Elevated CO_2_** | | | | | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DAS | WT | | | | VPZ-34A | | | | WT | | | | VPZ-34A | | | |  |  |  |
| 8 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | VE |
| 10 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | VC |
| 16 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V1 |
| 17 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V2 |
| 25 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V3 |
| 30 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V4 |
| 35 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V5 |
| 38 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V6 |
| 44 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V7 |
| 45 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | V8 |
| 51 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R1 |
| 59 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R2 |
| 65 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R3 |
| 74 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R4 |
| 81 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R5 |
| 87 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R6 |
| 111 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R7 |
| 126 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | R8 |

**Supplementary** **Figure S10.** Developmental growth stages accessed from 8 days after sowing (DAS) to 126 DAS of wild-type (WT) and VPZ-34A grown at SoyFACE, Champaign, IL, USA under ambient and e[CO_2_]. Each column represents the data for one plot (*n*▒=▒4). VE = vegetative stage emergence; VC = vegetative stage cotyledon; V1-V8 = vegetative stage from the first fully developed trifoliate (V1) to eight nodes (V8); R1-R8 = reproductive stages.

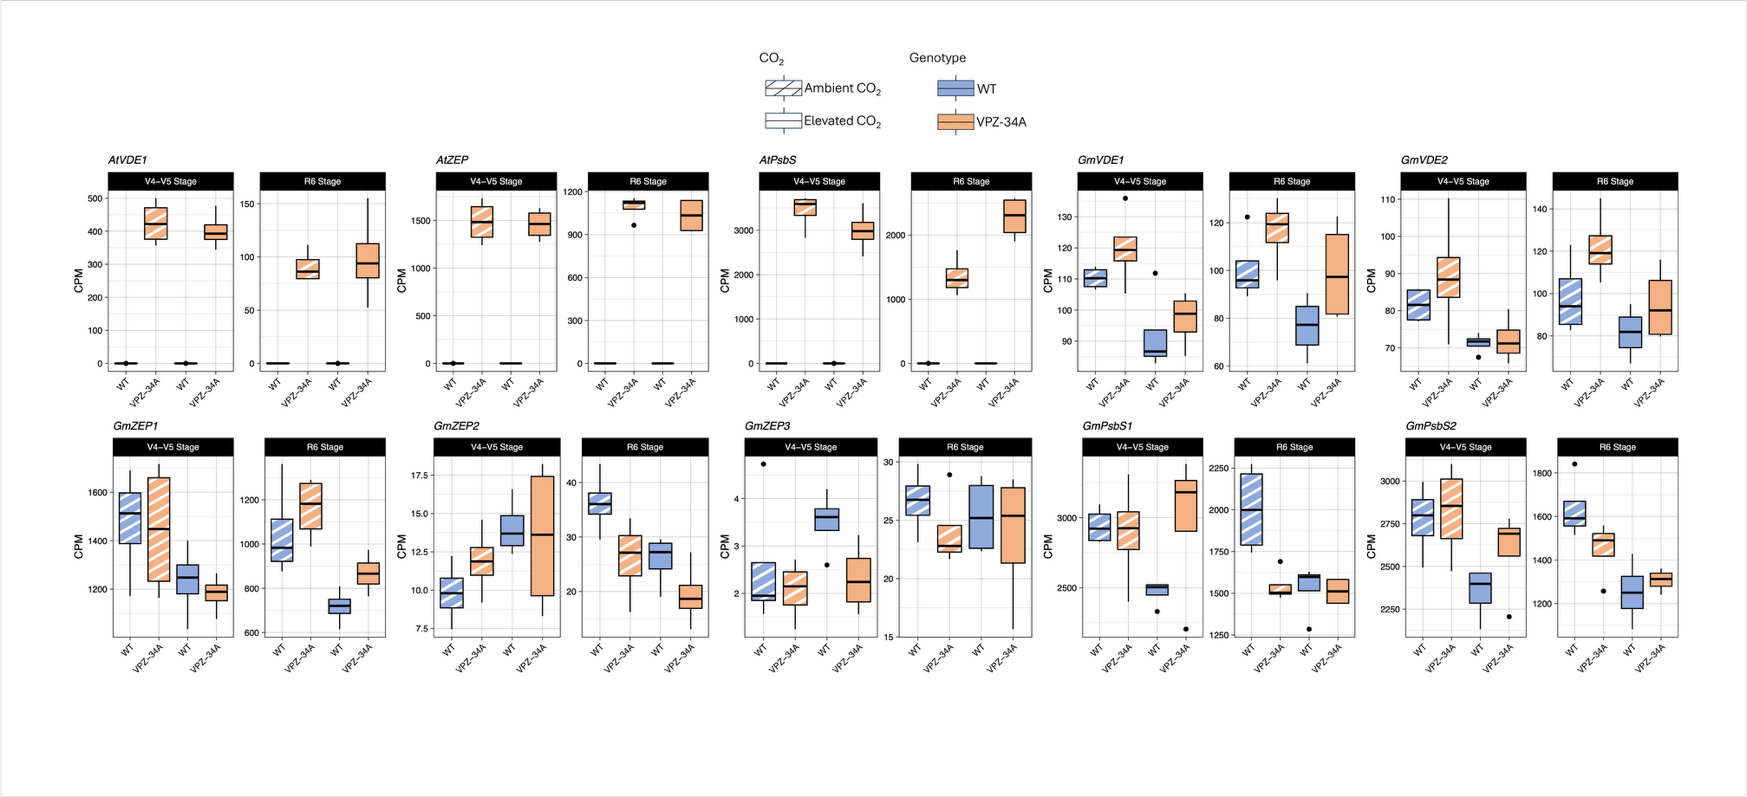

**Supplementary Figure S11.** Gene expression of three *AtVPZ* transgenes and native VPZ genes across all treatment x stage combinations.

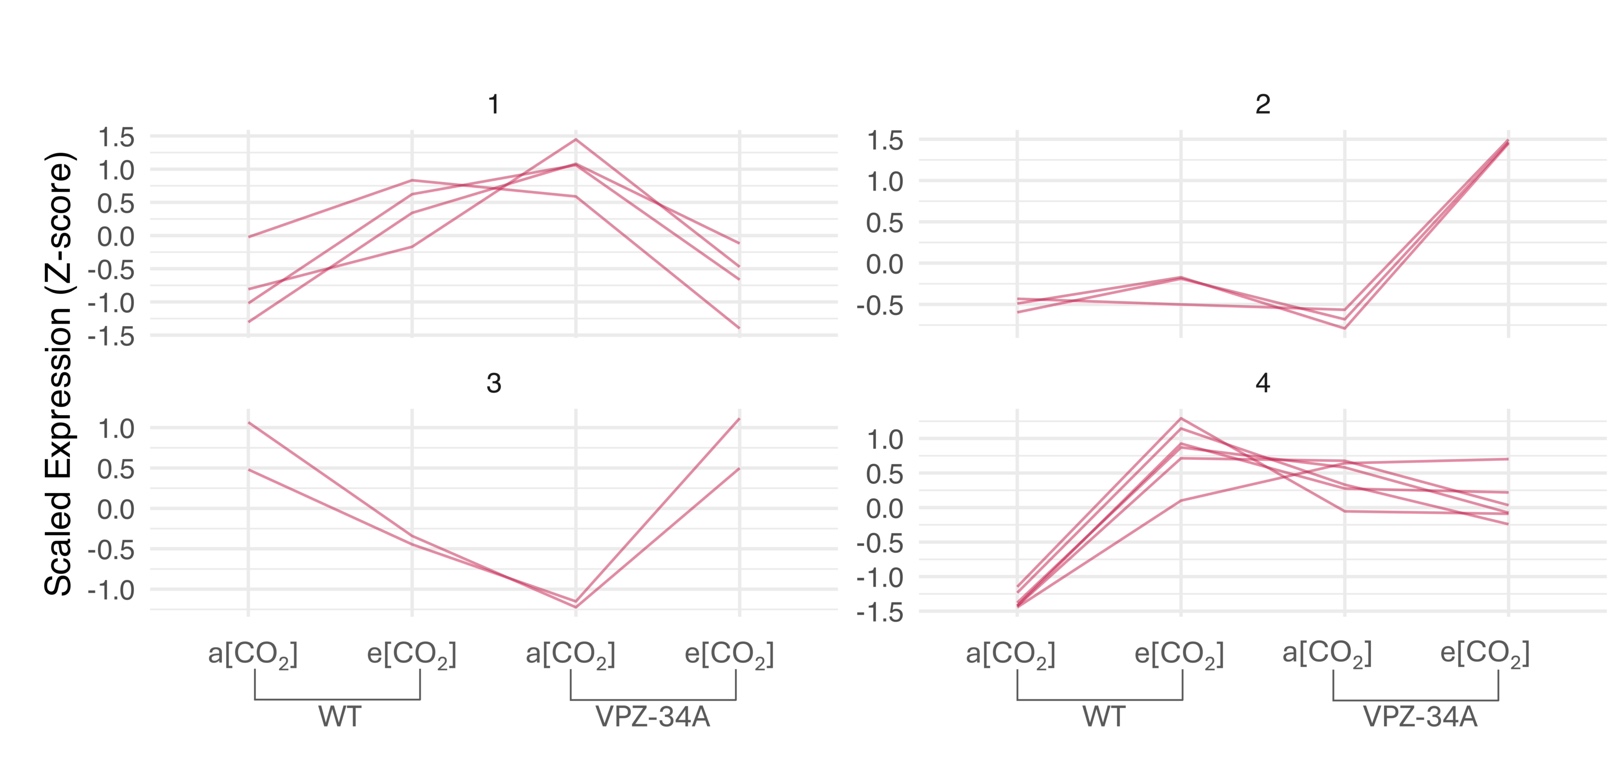

**Supplementary Figure S12.** Co-expression clusters among the line x CO_2_ responsive DEGs at V4-V5 stage. Co-expression clusters were created using using hierarchical clustering of the differentially expressed genes.

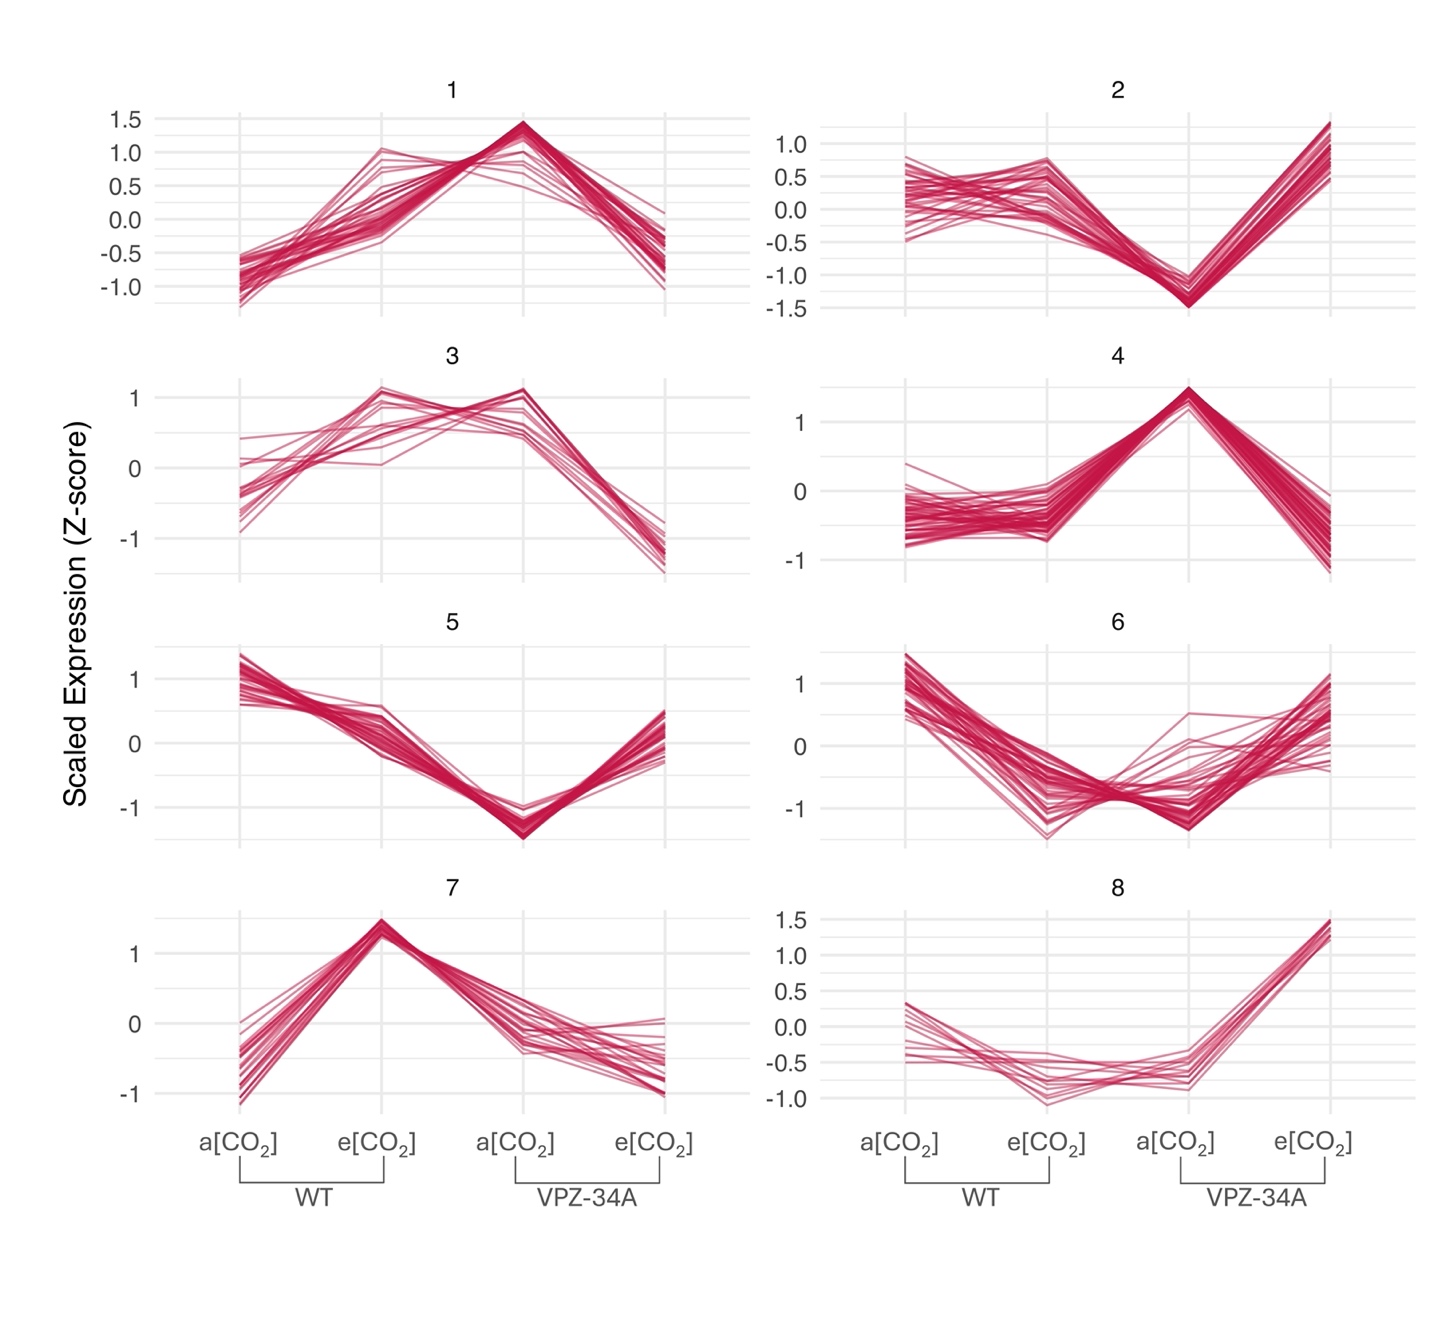
 **Supplementary Figure S13.** Co-expression clusters among the line x CO_2_ responsive DEGs at R6 stage. Co-expression clusters were created using using hierarchical clustering of the differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

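Leaf RNA of WT soybean and of VPZ-34A, a transformation event of cultivar Maverick that overexpresses *AtVDE*, *AtPsbS* and *AtZEP*, was sequenced at a[CO_2_] and e[CO_2_] at V4–V5 and R5–R6. Each of the 8 groups of line, CO_2_ level and stage had 4 samples, 1 from each of 4 rings. The authors removed short reads, aligned them with STAR to the soybean genome Wm82.a4.v1 to which the 3 transgenes were added, and counted them per gene with featureCounts. The deposited values are estimated counts, because reads with several alignments were shared as fractions between genes, and they are not normalised. In the methods of the paper, ComBat-seq, Trimmed Mean of *M*-values (TMM) normalisation and limma followed, and these steps are not part of the deposited counts.

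Samples were assigned to line, CO_2_ level, stage and ring from the sample labels, and 0 columns of the table belonged to no mapped sample. The estimated counts were rounded to whole numbers. For each stage, genes were filtered with filterByExpr, libraries scaled with TMM, and line, CO_2_ and their interaction tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment per effect. Genes were counted at an adjusted p under 0.05 and a log_2_FC of 1 or 0.5, and for the interaction at the adjusted p alone. Stage effects, and effects on the transgenes and their 7 native counterparts, were tested in one model of all 32 libraries with a mean for each group, and adjusted over all genes and over this list of 10 genes. CPM values are scaled by TMM library sizes. The standard error of a log_2_FC was derived from its size and the test statistic. Exact permutation tests swapped the stages within the 8 rings or regrouped the rings 4 against 4.

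The replicates of WT and VPZ-34A are paired by the ring numbers in the sample labels. Because each ring had 1 CO_2_ level, a ring term leaves the line effect, the interaction and the stage effect testable but not the CO_2_ effect, for which the ring entered limma-voom as a random replicate block or the libraries of a ring were summed. The 48 pairs of libraries within groups differed by 11.6 to 193 chi-square units per gene, so that no library was counted as a copy of another.

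The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE size factors, no filter, at least 10 counts in every library, adjustment pooled over effects, the sum-to-zero coefficient in place of the full difference, both stages in one model, unrounded counts, the ring as a fixed or random replicate block, ring totals, VPZ-34A libraries alone for the transgenes, and each ring left out in turn. All of these, the designs and the rule for named genes were set before the data were examined. ComBat-seq (sva 3.50.0) and replicate blocks for the difference of effects between stages (the ring, the ring at each stage, and the ring and line) were added after seeing the data. The paper pairs an ambient with an elevated plot in each of 4 field blocks, and its text does not name which rings form a block (the map of plots and blocks in Figure S1 was not used here), so that all 24 pairings were run and none was chosen.

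The named genes are those named in the text of the paper, up to 3 genes with the largest log_2_FC per stage for the line effect (changed the same way in 8 rings) and for the CO_2_ effect (8 elevated libraries on one side of the 8 ambient libraries), and the 2 genes with the lowest adjusted p for the interaction, where ties at 1.00 were ordered by the unadjusted p. The tests were tested on simulated counts with 200 genes changed by the line, 200 others by CO_2_ and, in a separate simulation, 200 by their interaction. Changes were 1.5 or 3 on the log_2_ scale, in genes above a minimum mean count, without ring differences. Recovery of smaller changes, or in genes with fewer counts, was not measured. The edgeR test recovered 98.5% of the changed genes for line and 99% for CO_2_ at V4–V5, and 95% and 96% at R5–R6, with 7 to 11 genes called wrongly. For the interaction it recovered 76% at V4–V5 and 68.5% at R5–R6, with 4 and 8 genes called wrongly, and of the genes simulated with an interaction of 1.5 on the log_2_ scale it recovered 59% and 47%, against 93% and 90% of those with 3. Gene set enrichment was left out, because the pathway annotation of the soybean genes was not used here, and gene names were taken from the text of the paper alone. Floors of 3 counts cover counting error only, and random draws used seed 1.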

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

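The tests of trace reads and of a ring were chosen only after the result was seen. In 184 groups of 4 libraries, 11 had 1 library farther from the others than Dixon's 95% critical value for the ratio of the gap to the whole range, where chance gives 9.2. In WT at a[CO_2_] at V4–V5, the library of ring 7 was highest for Glyma.08G212300 (ratio 0.992, 3.87 CPM against 0.814 to 0.839 CPM), *FT2c* Glyma.02G069500 (ratio 0.938, 3.16 CPM against 0.473 to 0.640 CPM) and Glyma.09G000600 (ratio 0.890, 5.10 CPM against 1.63 to 2.01 CPM), and the library of ring 4 was lowest for Glyma.19G251000 (ratio 0.843, 75.5 CPM against 82.3 to 83.6 CPM). In WT at a[CO_2_] at R5–R6, ring 7 was highest for *PYD4* Glyma.03G040600 (ratio 0.882, 2.19 CPM against 0.277 to 0.504 CPM), and at e[CO_2_] ring 8 was highest for it (ratio 0.925, 8.25 CPM against 1.03 to 1.58 CPM). In VPZ-34A at a[CO_2_] at R5–R6, ring 7 was highest for Glyma.15G105900 (ratio 0.996, 294 CPM against 2.25 to 3.36 CPM) and Glyma.08G087100 (ratio 0.955, 3.70 CPM against 1.19 to 1.31 CPM). In VPZ-34A at e[CO_2_], ring 8 was highest at R5–R6 for Glyma.11G249900 (ratio 0.917, 0.141 CPM against 0.0388 to 0.0472 CPM), which is under the floor, and ring 5 was lowest at V4–V5 for Glyma.06G113200 (ratio 0.833, 2077 CPM against 2732 to 2863 CPM). *AtPsbS* was at 0.305 CPM in the WT library of ring 5 at e[CO_2_] at V4–V5 and at 0 in the other 3 (ratio 1).

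The number of such values may be chance (one-sided binomial test over all groups, p = 0.315). An unusual library is also possible, since 27.3% of them fell in the WT library of ring 7 at a[CO_2_] at V4–V5, whose total of 20254899 counts was within the range of its group. A ring that differs from the others is a further candidate explanation, since 6 of the 11 values (54.5%) came from ring 7, in 3 of its 4 libraries. With each value put at random in one of the 4 rings of its group, the share of 100000 draws with as many in any one ring was 0.00531 (permutation test), on the values in which the ring was noticed and with genes of one library that are not independent. The pattern cannot be told apart from any of these explanations, and no biological explanation was tested.

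The line effect differed between stages for *AtPsbS*, by −2.30 on the log_2_ scale (standard error 0.73, adjusted p = 0.0343 over 18 named genes and adjusted p = 0.909 over all genes), and for *AtZEP*, by −2.16 (standard error 0.47, adjusted p = 0.00135 and adjusted p = 0.535). Within VPZ-34A both transgenes were lower at R5–R6 in 8 of 8 rings. WT carries no transgene, and its counts rose from at most 11 at V4–V5 to at most 29 at R5–R6 for *AtPsbS* and from at most 2 to at most 12 for *AtZEP*. The stage change within VPZ-34A was 0.378 of the difference for *AtPsbS* and 0.231 for *AtZEP*, and the rest is the change in WT by arithmetic, so that these shares could not show whether trace reads of the transgenes in WT libraries are its source. That rest cannot be told apart from this explanation, while the fall within VPZ-34A (adjusted p = 0.0122 for *AtPsbS* and adjusted p = 0.00219 for *AtZEP*) was measured in libraries of VPZ-34A alone. With the ring, the ring at each stage, and the ring and line as a replicate block, chosen after seeing the data, the adjusted p of the difference over the named genes was 0.0459, 0.0705 and 0.0648 for *AtPsbS* and 0.0075, 0.0145 and 0.0209 for *AtZEP*.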

How the results depend on the processing

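The settings with ComBat-seq and the replicate blocks for differences between stages were chosen only after the result was seen. Counts are of genes past an adjusted p of 0.05 and, but for the interaction, a log_2_FC of 1 or, where stated, 0.5, transgenes included, and the cause of a change was not tested unless stated.

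Of 709 values for 52 combinations of gene and effect over the alternatives, 671 had the direction and the side of the threshold of the values reported at the claims, 28 were no longer past it, 6 came past it and 4 changed sign. For the CO_2_ effect on *AtVDE* in VPZ-34A the sign changed with limma-voom (0.000603), with the ring as a random replicate block (0.0011) and without ring 7, where the fits that each left out one ring gave −0.24 to 0.19. For the CO_2_ effect on Glyma.11G055700 it changed without ring 7, with −0.18 to 0.0287 over such fits. Neither effect was past the threshold in any of these fits.

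Limma-voom, RLE size factors, no filter and unrounded counts left each count of genes, both directions together, within 1.5 times the count reported. Line genes lower in VPZ-34A numbered 1 with limma-voom at V4–V5 (1 at 0.5) and 1 at R5–R6, against the 2 reported in each case. DESeq2 gave 33 line genes at V4–V5 (40 at 0.5) and 63 at R5–R6 (105 at 0.5), 112 and 221 CO_2_ genes, 23 and 3 within WT, 54 and 74 within VPZ-34A, and 1 and 1 interaction genes. In simulated counts for line and CO_2_ DESeq2 recovered 97.5 to 100% of changed genes with 37 to 55 genes called wrongly, against 7 to 11 with edgeR, so that its larger counts may in part be wrong calls. Those simulated counts had no ring differences, so that error rates in the real counts may differ. A filter for at least 10 counts in every library, which removes genes absent from one line such as the transgenes, gave 6 line genes at V4–V5 (6 at 0.5) and 5 at R5–R6 (9 at 0.5), with 3 shared by both stages.

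With the ring as a replicate block, line genes numbered 18 at V4–V5 and 31 at R5–R6. The difference between stages in the line effect, adjusted over the named genes, came past the threshold for *ENO2* with each of 3 replicate blocks (adjusted p from 0.0209 to 0.0497), was past it for *AtPsbS* with the ring as the block but not with the ring at each stage or the ring and line (0.0459 to 0.0705), and for *AtZEP* with all 3 (0.0075 to 0.0209). With the ring as a random replicate block in limma-voom, 39 line genes were found at R5–R6 (67 at 0.5), 15 CO_2_ genes at V4–V5 and 0 native genes for CO_2_. Summing the libraries of a ring gave 1 CO_2_ gene at V4–V5. Both stages in one model gave 46 line genes at R5–R6 (68 at 0.5) and 5 and 125 CO_2_ genes. Pooled adjustment gave 1 CO_2_ gene at R5–R6, and the sum-to-zero coefficient 5 at V4–V5. Limma-voom, the sum-to-zero coefficient and pooled adjustment together gave 7 CO_2_ genes at V4–V5, 16 line genes at R5–R6 at 0.5 and 9 shared genes.

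Across the 8 fits that each left out one ring, CO_2_ genes ranged from 9 to 43 at V4–V5 and from 0 to 285 at R5–R6, CO_2_ genes at V4–V5 from 0 to 1 within WT and from 0 to 33 within VPZ-34A, line genes at R5–R6 from 14 to 35 (from 15 to 40 at 0.5) and native genes for CO_2_ from 0 to 1 over all genes. The count of 285 was reached without ring 7.

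With ComBat-seq without the conditions before limma-voom, the lowest and highest counts over 24 pairings were 35 and 43 line genes at V4–V5 (50 and 70 at 0.5), 62 and 167 at R5–R6 (143 and 629 at 0.5) and up to 28 shared. CO_2_ genes were 122 and 172 at V4–V5 and 136 and 410 at R5–R6, within WT 45 and 91 and 1 and 137, and within VPZ-34A 78 and 129 and 226 and 581. Interaction genes were up to 2 at V4–V5, and 1 and 24 at R5–R6. With the sum-to-zero coefficient and pooled adjustment added, line genes were 40 and 51 at V4–V5 at 0.5, up to 37 at R5–R6 (62 and 164 at 0.5), CO_2_ genes 14 and 18 at V4–V5 and 9 and 44 at R5–R6, and interaction genes 10 and 49 at V4–V5 and 40 and 355 at R5–R6. Interaction counts have no log_2_FC threshold and changed through the pooled adjustment alone.

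The gene family shifts and their alternatives were not run, because no annotation that names the soybean genes was used here. The depth limits genes with few counts, since 3 counts were up to 0.186 CPM. The group VPZ-34A at a[CO_2_] at R5–R6 had a median total of 30913622 counts, against 18034004 in WT at e[CO_2_].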

Differences from the paper's values

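Settings with ComBat-seq or a block term over pairings of rings, the search over pairings, the replicate blocks for differences between stages and the stage contrast averaged over lines were chosen only after the result was seen. A value is said to reach the paper's where neither is more than 1.5 times the other. Against the log_2_FC found here, those listed in File S1 had slopes of 0.433 at V4–V5 and 0.474 at R5–R6 for the line effect. The slopes were 0.525 and 0.503 for CO_2_, and 0.248 and 0.267 for the interaction. A log_2_FC of 1 or 0.5 in the paper's lists is therefore a stricter threshold than the same value here. Comparisons below of line and CO_2_ counts that keep the full difference are at unlike thresholds. For the line effect at a log_2_FC of 1 at R5–R6, the paper gives 35 genes and 18 soybean genes were found here. Of 20 alternatives set before the data were examined, which ranged from 5 to 60, the ring as a replicate block (28), the ring as a random replicate block in limma-voom (36), leaving out ring 6 (32) and both stages in one model (43) reached the paper's value, and the others did not.

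At a log_2_FC of 0.5 at V4–V5, the paper gives 42 genes, 38 higher and 4 lower in VPZ-34A, against 22, 20 and 2 here. Of the alternatives set before the data were examined, DESeq2 (40, 35 and 5) reached all 3 values, limma-voom with the ring as a random replicate block reached the total (28) and the number of higher genes (27), and the others reached none. At R5–R6 the paper gives 168 genes, 85 higher and 83 lower, against 30, 27 and 3 here. Of the alternatives set before the data were examined, none reached the total (9 to 105) or the number of lower genes (0 to 25), and DESeq2 (80) and limma-voom with the ring as a random replicate block (58) reached the number of higher genes.

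For CO_2_ at V4–V5, the paper gives 17 genes and 34 were found here. Of the alternatives set before the data were examined, limma-voom with the ring as a random replicate block (15), leaving out ring 3 (25), leaving out ring 5 (14) and pooled adjustment (23) reached it, and the others did not. At R5–R6 the paper gives 41 and 0 were found here (4466 at an unadjusted p under 0.05), and no alternative set before the data were examined reached it (0 to 285). For the interaction the paper gives 15 genes at V4–V5 and 283 at R5–R6, against 0 and 0 here (549 and 801 at an unadjusted p under 0.05), and none of 19 alternatives set before the data were examined reached either (0 to 1).

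With ComBat-seq without the conditions, then limma-voom with the sum-to-zero coefficient and pooled adjustment, chosen after seeing the values, every one of the 24 pairings of rings reached the paper's line-effect counts at a log_2_FC of 1 at R5–R6 (25 to 34), at 0.5 at V4–V5 (40 to 51, of which 36 to 45 higher) and the CO_2_ count at V4–V5 (14 to 18). In this setting, chosen after seeing the values, 19 pairings reached the number lower at V4–V5 (2 to 7), 12 the line-effect total at 0.5 at R5–R6 (62 to 164), 20 the number higher (48 to 93), 7 the number lower (14 to 81), 14 the CO_2_ count at R5–R6 (9 to 44), 15 the interaction at V4–V5 (10 to 49) and 7 that at R5–R6 (40 to 355). With the full difference and adjustment per effect after the same ComBat-seq, chosen after seeing the values, 15 pairings reached the line-effect total at 0.5 at V4–V5 (50 to 70), 20 its number higher (43 to 60), 1 its number lower (6 to 13), 8 the total at R5–R6 (143 to 629), 5 its number higher (93 to 340) and 9 its number lower (50 to 333).

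With ComBat-seq that preserves the conditions and the full difference, chosen after seeing the values, 14 pairings reached the line-effect count at a log_2_FC of 1 at R5–R6 (32 to 85), 24 the total at 0.5 at V4–V5 (31 to 48) and its number higher (29 to 44), 16 its number lower (1 to 7), 12 the total at R5–R6 (65 to 234), 22 its number higher (55 to 135) and 7 its number lower (6 to 113). With the sum-to-zero coefficient and pooled adjustment in its place, chosen after seeing the values, 10 pairings reached the count at a log_2_FC of 1 at R5–R6 (19 to 26), 24 the total at 0.5 at V4–V5 (36 to 41) and its number higher (34 to 39), 6 the number higher at R5–R6 (31 to 68), 6 the CO_2_ count at V4–V5 (6 to 12), 5 that at R5–R6 (4 to 30) and 2 the interaction at V4–V5 (2 to 12). With the block as a term of limma-voom and the full difference, chosen after seeing the values, 10 pairings reached the line-effect count at a log_2_FC of 1 at R5–R6 (12 to 29) and 4 the CO_2_ count at V4–V5 (15 to 56).

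A search over 144 fits, each a pairing of rings with a treatment of blocks at one stage, compared the p values of the genes listed in File S1 on a log scale with the paper's, and was run after seeing the values. The nearest pairing, with ComBat-seq without the conditions, had a mean correlation r of 0.996 over stages and effects (0.986 to 0.999, across genes, which are not independent replicates), and the next nearest combination of pairing and treatment 0.844. Because that pairing was picked by its closeness to the paper's values, it is not used as the pairing of the field. With the sum-to-zero coefficient and pooled adjustment, chosen after seeing the values, it gave 34 line-effect genes at a log_2_FC of 1 at R5–R6, 43 at 0.5 at V4–V5 (39 higher and 4 lower), 164 at R5–R6 (83 higher and 81 lower), 14 and 38 CO_2_ genes, and 19 and 275 interaction genes. With adjustment per effect, it called 159 of the 165 genes in the paper's line list at R5–R6, which were all that it tested. Of the paper's 283 interaction genes at R5–R6, it called 9 with adjustment per effect and 273 with pooled adjustment.

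The paper reports *PYD4*, *PPC4*, *ENO2* and *GAPC1* as changed between lines at R5–R6 and *FT2c* at V4–V5, and none was past the threshold here (adjusted p = 0.747, 0.412, 0.522, 0.55 and 1.00). Of the alternatives set before the data were examined, leaving out ring 7 called *FT2c* (adjusted p = 0.036, with a range of 0.036 to 1.00), and the others called none of the 5. At most 1 of the 24 pairings is that of the field, so that counts of pairings do not show how firm a call is. ComBat-seq without the conditions, chosen after seeing the values, called *PPC4* in 23 of 24 pairings, *FT2c* in 12 (19 with pooled adjustment), *PYD4* in 6, *GAPC1* in 5 and *ENO2* in 3. With the conditions preserved, chosen after seeing the values, it called *PPC4* in 7 (12 with pooled adjustment), *FT2c* in 8 (17) and *GAPC1* in 1 (2), and a block term called none of them. The paper describes *GAPC1* and *ENO2* as lower in VPZ-34A at one stage specifically, and the difference between stages was not past the threshold here (adjusted p = 0.128 and 0.116 over the named genes). With each of 3 replicate blocks, chosen after seeing the values, it was past it for *ENO2* over the named genes (adjusted p from 0.0209 to 0.0497), and for *GAPC1* with none (0.0684 to 0.161).

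The paper reports a stage effect on *AtPsbS* that is not significant, and here it was past the threshold within VPZ-34A (log_2_FC −0.87, adjusted p = 0.0122). Averaged over both lines, a contrast chosen after seeing the values, *AtPsbS* was not past the threshold in any of 14 settings (adjusted p from 0.0546 to 0.955), while *AtVDE* was in 2 (adjusted p from 0.0196 to 0.771) and *AtZEP* in 4 (adjusted p from 0.0245 to 0.183). WT carries no transgene, so that its part of this contrast is a change in trace counts. In File S1 the stage values of *AtVDE* (1.42) and *AtZEP* (−1.21) have opposite signs. *AtZEP* has the sign of Glyma.09G000600 (−3.16), which was higher at R5–R6, while the paper's text describes the transgenes as generally lower. Averaged over both lines, the log_2_FC here also had opposite signs, −1.05 for *AtVDE* and 0.58 for *AtZEP*. The paper reports significant decreases under e[CO_2_] in 5 numbered native *ZEP*, *VDE* and *PsbS* genes. In the paper's File S1, 5 of the 7 native genes have an adjusted p under 0.05 for CO_2_. Here 1 of these 5 was past the threshold over all genes and 4 over the list of 10. Over the list, Glyma.04G249700 (adjusted p = 0.107) was not past it in any of 12 alternatives set before the data were examined.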

Other observations

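The tests of the block as a model term, of neighbouring identifiers, of the placement of genes with the lowest number on a chromosome and of mislabelled libraries were chosen only after the result was seen.

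Other splits of the samples were compared with the real split. For the line effect, libraries were exchanged between lines within rings, so that each split keeps the rings whole, and 1 of 100 splits, the real split, gave as many genes at each stage and threshold and as many shared genes. No other split gave more than 1 gene at V4–V5 or 0 at R5–R6. At an unadjusted p under 0.05, 30 of 100 splits gave as many genes at V4–V5 and 1 of 100 at R5–R6. For CO_2_, rings were regrouped 4 against 4, and 1 of 35 splits gave as many genes as the real split at V4–V5 (34, against at most 24 in another split). At R5–R6, where the real split gave 0, 35 of 35 splits gave as many and one gave 1185, and for unadjusted p values 7 of 35 splits gave as many genes at either stage. Within WT and within VPZ-34A, 35 of 35 splits gave as many genes at each stage (real split 0), with at most 622 in VPZ-34A at R5–R6, 65 in WT at R5–R6 and 8 in WT at V4–V5. For the interaction 35 of 35 splits gave as many genes at each stage, and at an unadjusted p under 0.05, 29 of 35 at V4–V5 and 9 of 35 at R5–R6. With stages exchanged within rings, 1 of 50 splits gave as many transgenes as the real 3, and 2 of 50 as many native genes as the real 6. For CO_2_, 2 of 35 splits gave as many native genes as the real 1, and 35 of 35 as many transgenes as the real 0 (0 at an unadjusted p under 0.05). At an unadjusted p under 0.05 the real split gave 4 native genes, and 1 of 35 splits, the real split, gave as many.

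The number of CO_2_ genes rose with ComBat-seq without the conditions before limma-voom, an order of steps added after seeing the data. Counted at an adjusted p under 0.05 without a log_2_FC threshold, the median over 24 pairings of rings was 1227.5 at V4–V5 and 1857 at R5–R6, against 77 and 0 with limma-voom alone. With the CO_2_ labels exchanged in 2 of the 4 blocks of each pairing and the line labels in 4 of the 8 rings, so that labels no longer follow the treatment, the median over 96 fits per stage was 75 at V4–V5 and 79.5 at R5–R6 after ComBat-seq, and 0 at both stages with limma-voom alone. Of these fits, 83 and 84 called at least 1 gene after ComBat-seq, and 7 and 3 with limma-voom alone, and 12 and 8 called as many genes as the real labels of the same pairing. Removing block differences before a test that does not count them may therefore understate the error. The other explanation weighed, that block differences hide effects which any block correction recovers, was tested with the block as a term of the model, where the median over 24 pairings was 90.5 at V4–V5 (35 to 222) and 25.5 at R5–R6 (0 to 389). At most 1 of these pairings is that of the field, but the highest of these counts was under the lowest count after ComBat-seq (808 at V4–V5 and 785 at R5–R6), so that the block as a model term did not recover a rise of that size in any pairing. Whether block differences hide a smaller number of effects cannot be told. In simulated counts with neither effects nor block differences, ComBat-seq before limma-voom called a median of 24 CO_2_ genes at V4–V5 and 42 at R5–R6 in 4 simulations. The median CO_2_ counts with the real labels are larger than those with exchanged labels. For the line effect, the median after ComBat-seq was 70.5 at V4–V5 and 610.5 at R5–R6 with the real labels. With exchanged labels it was 0 at both stages, with at most 800 and 85 genes in a fit. The simulated counts gave a median of 31 and 38 line genes.

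Among the 19 soybean genes of the line effect at a log_2_FC of 0.5 at V4–V5, 1 pair of identifiers lay within 20 places of each other, and among the 27 at R5–R6, 5 pairs did. In 10000 random sets of genes the share with as many pairs was 0.18 at V4–V5, so that chance placement may explain the pair there, and 2e-04 at R5–R6. The latter was tested on the genes in which it was noticed, so that it cannot be told apart from chance selection of the pattern, and no biological explanation was tested.

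Among the 27 genes at R5–R6 were 4 of the 16 tested genes with the lowest number on their chromosome, Glyma.04G000100, Glyma.09G000100, Glyma.16G000100 and Glyma.17G000100, singled out after their values were seen. No random set of 27 genes held more than 1 (permutation test over 10000 sets, p = 1e-04, the smallest they can give), on the genes in which the pattern was noticed. Their log_2_FC at R5–R6 was 0.76 to 0.98 (adjusted p from 0.00875 to 0.0304), higher in VPZ-34A in 7 or 8 of 8 rings, and at V4–V5 it was 0.17 to 0.45 (adjusted p = 1.00). Counts that are not whole mark reads shared between genes, and the median share of such counts in these genes was 96.9%, against 37.5% over all genes and 87.5% at their 95th percentile. Reads shared between near-identical copies are a candidate explanation for their common change, and the genes cannot be counted as independent.

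Glyma.08G087100 was low in 3 WT libraries at e[CO_2_], at 0.997 CPM (ring 8) and 1.18 CPM (ring 6) at V4–V5 and 1.44 CPM (ring 6) at R5–R6. Whether these libraries were mislabelled was tested with the transgenes, whose highest value in these libraries was 0.826 CPM, against 0.585 CPM in the other WT libraries and at least 51.2 CPM in VPZ-34A, so that the libraries are not VPZ-34A. No biological explanation was tested.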
